# GAGA factor, a positive regulator of global gene expression, modulates transcriptional pausing and organization of upstream nucleosomes

**DOI:** 10.1186/s13072-016-0082-4

**Published:** 2016-07-27

**Authors:** Shih-Ying Tsai, Yuh-Long Chang, Krishna B. S. Swamy, Ruei-Lin Chiang, Der-Hwa Huang

**Keywords:** GAGA factor, RNA polymerase II, Transcription pausing, Nucleosome

## Abstract

**Background:**

Genome-wide studies in higher eukaryotes have revealed the presence of paused RNA polymerase II (RNA-Pol) at about 30–50 bp downstream of the transcription start site of genes involved in developmental control, cell proliferation and intercellular signaling. Promoter-proximal pausing is believed to represent a critical step in transcriptional regulation. GAGA sequence motifs have frequently been found in the upstream region of paused genes in *Drosophila*, implicating a prevalent binding factor, GAF, in transcriptional pausing.

**Results:**

Using newly isolated mutants that retain only ~3 % normal GAF level, we analyzed its impacts on transcriptional regulation in whole animals. We first examined the abundance of three major isoforms of RNA-Pol on *Hsp70* during heat shock. By cytogenetic analyses on polytene chromosomes and chromatin immunoprecipitation (ChIP), we show that paused RNA-Pol of *Hsp70* is substantially reduced in mutants. Conversely, a global increase in paused RNA-Pol is observed when GAF is over-expressed. Coupled analyses of transcriptome and GAF genomic distribution show that 269 genes enriched for upstream GAF binding are down-regulated in mutants. Interestingly, ~15 % of them encode transcriptional factors, which might control ~2000 additional genes down-regulated in mutants. Further examination of RNA-Pol distribution in GAF targets reveals that a positive correlation exists between promoter-proximal RNA-Pol density and GAF occupancy in WT, but not in mutants. Comparison of nucleosome profiles indicates that nucleosome occupancy is preferentially attenuated by GAF in the upstream region that strongly favors nucleosome assembly. Using a dominant eye phenotype caused by GAF over-expression, we detect significant genetic interactions between GAF and the nucleosome remodeler NURF, the pausing factor NELF, and BAB1 whose binding sites are enriched specifically in genes displaying GAF-dependent pausing.

**Conclusion:**

Our results provide direct evidence to support a critical role of GAF in global gene expression, transcriptional pausing and upstream nucleosome organization of a group of genes. By cooperating with factors acting at different levels, GAF orchestrates a series of events from local nucleosome displacement to paused transcription. The use of whole animals containing broad tissue types attests the physiological relevance of this regulatory network.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13072-016-0082-4) contains supplementary material, which is available to authorized users.

## Background

Eukaryotic transcription requires coordinated activities from distinct ensembles acting directly on transcriptional processes or chromatin architecture. Previous studies have shown that the transcriptional machinery undergoes stepwise catalytic transitions from initial assembly to termination upon the integration of regulatory information from general and gene-specific factors, while the overall organization and constituents of chromatin are dynamically modified to facilitate loading and progression of the transcriptional machinery [1]. Despite a wealth of knowledge on the interplay of these activities, new features continue to emerge and await further studies.

Analyses in cell-free systems have established that the supramolecular assembly of transcriptional complexes over the transcription start site (TSS) represents a critical rate-limiting step [2]. However, in vivo studies of *DrosophilaHeat shock 70* (*Hsp70*) and human c-Myc and c-Fos genes have revealed that RNA polymerase II (RNA-Pol) may stall for lengthy periods at about 30–50 bp downstream of the TSS, implicating a novel rate-limiting step prior to productive transcription [3–6]. Subsequently, this promoter-proximal pausing has widely been found in genes involved in developmental regulation, cell proliferation and intercellular signaling from fly to human [7–11]. It has been proposed that pausing is responsible for rapid and synchronous transcriptional induction [12, 13]. One distinguishing feature of the paused RNA-Pol is the presence of hyper-phosphorylated serine 5 residues (Ser-5p) in heptad repeats of Rpb1’s C-terminal domain (CTD). In contrast, RNA-Pol engaged in pre-initiation is hypo-phosphorylated (Hypo-p), while the productively elongating form gains additional phosphorylation on serine 2 residues (Ser-2p) [14, 15]. Both biochemical and genomic studies have further shown that paused RNA-Pol is stabilized by its association with NELF (negative elongation factor) and DSIF (DRB sensitivity-inducing factor) and that phosphorylation of these factors by a cyclin-dependent kinase, P-TEFb (positive transcription elongation factor b), triggers the transition of RNA-Pol from paused to elongation states [16–21].

Several features have also been noted for paused genes. For example, the TSS of these genes is clustered in narrow regions [7], which are frequently associated with a particular set of core promoter elements [22–24]. Certain nucleotide compositions are enriched in sequences immediately upstream or downstream of TSS [7, 23]. Furthermore, consistent with the view that nucleosomes act as a transcription barrier, paused RNA-Pols have been shown to contact the first nucleosome of the highly ordered downstream nucleosomal array [25]. Paradoxically, a closer examination of genes with different degrees of pausing has revealed that highly paused genes tend to possess lower levels and less organized downstream nucleosomes than those with weaker or no pausing [23]. Recent studies have shown that these differences may reflect the occupancy of specific upstream binding factors, suggesting the involvement of distinct mechanisms for transcriptional pausing [26].

A large fraction of paused genes, including *Hsp70,* contain GAGA sequence motifs in the upstream region in *Drosophila*. Two sequence-specific DNA binding proteins, GAF and Psq factor, are known to bind this motif [27, 28]. Genome-wide studies have revealed a correlation between GAF occupancy and paused genes [22, 29, 30]. GAF consists of two structurally and functionally similar isoforms containing an N-terminal POZ/BTB protein interaction domain, a single zinc finger capable of sequence-specific binding and a glutamine-rich C-terminal domain [31–33]. Several, sometimes incompatible, in vitro and in vivo functions have been assigned to GAF, including anti-silencing, transcriptional activation, heterochromatin-mediated silencing and Hox gene activation or repression [28, 34–37]. Moreover, its association with NURF (nucleosome remodeling factor) and dFACT (facilitates chromatin transcription) suggests a functional link to chromatin organization [38, 39]. Recently, it has been shown that GAF knockdown in a cultured cell line results in reduced pausing and increased nucleosomes in both upstream and downstream regions [40]. Whether these effects are exerted in other cells and, more importantly, relevant in the living organism remain unclear.

Here we used newly isolated *Gaf* mutants to examine their effects on gene regulation in whole animals. We started with transcriptional analyses of *Hsp70* and extended to genome-wide studies. We found that GAF, as an activator required for global gene expression, modulates the level of paused RNA-Pol and the nucleosome pattern specifically in the region immediately upstream of the TSS by cooperating with various sequence-independent and sequence-specific factors.

## Results

### Selective reduction of RNA-Pol Ser-5p on *Hsp70* in *Gaf* mutants

To investigate the role of GAF in transcriptional regulation, we first examined the phosphorylation status of two key serine residues (i.e., Ser-2 and Ser-5) in CTD of RNA-Pol in wild type (WT) and *Gaf* mutant larvae. The GAF-coding gene was previously designated as *trithorax*-*like* (*Trl*) residing in the left arm of the third chromosome, based on the observation that some mutant alleles could cause homeotic transformations like *trithorax* [36]. However, this assignment was not supported by subsequent reports [41, 42]. In fact, we found that the homeotic effect is lost when the right arm of the third chromosome of original alleles is replaced by the genetically marked WT chromosome (unpublished data). To avoid potential confusion, we generated a new set of deletion mutants from a homozygous viable P insertion line, *EP3184* (Fig. 1a), and referred them as *Gaf* alleles. In addition, we removed the putative second-site mutation from *Trl*^*13C*^ by recombination and designated it as *Gaf*^*13C#3*^. Homozygous *Gaf* deletion mutations are lethal during early larval development, while *Trl*^*13C*^ and *Gaf*^*13C#3*^ can develop into sterile adults. However, the combination of *Gaf*^*DH34*^—an allele in which sequences from the *EP3184* insertion site to the 3′ non-coding region of *Gaf* have been deleted (Fig. 1a)—and *Gaf*^*13C#3*^ allows animals to survive until early pupal stage. Using a purified antibody raised against the common region of GAF isoforms (Fig. 1a, pink region), we detected ~3 % WT level of proteins in *Gaf*^*DH34*^*/Gaf*^*13C#3*^ trans-heterozygotes during the late third instar (Fig. 1b). To facilitate our analyses, we used these trans-heterozygotes for subsequent studies unless otherwise specified.

**Fig. 1:**
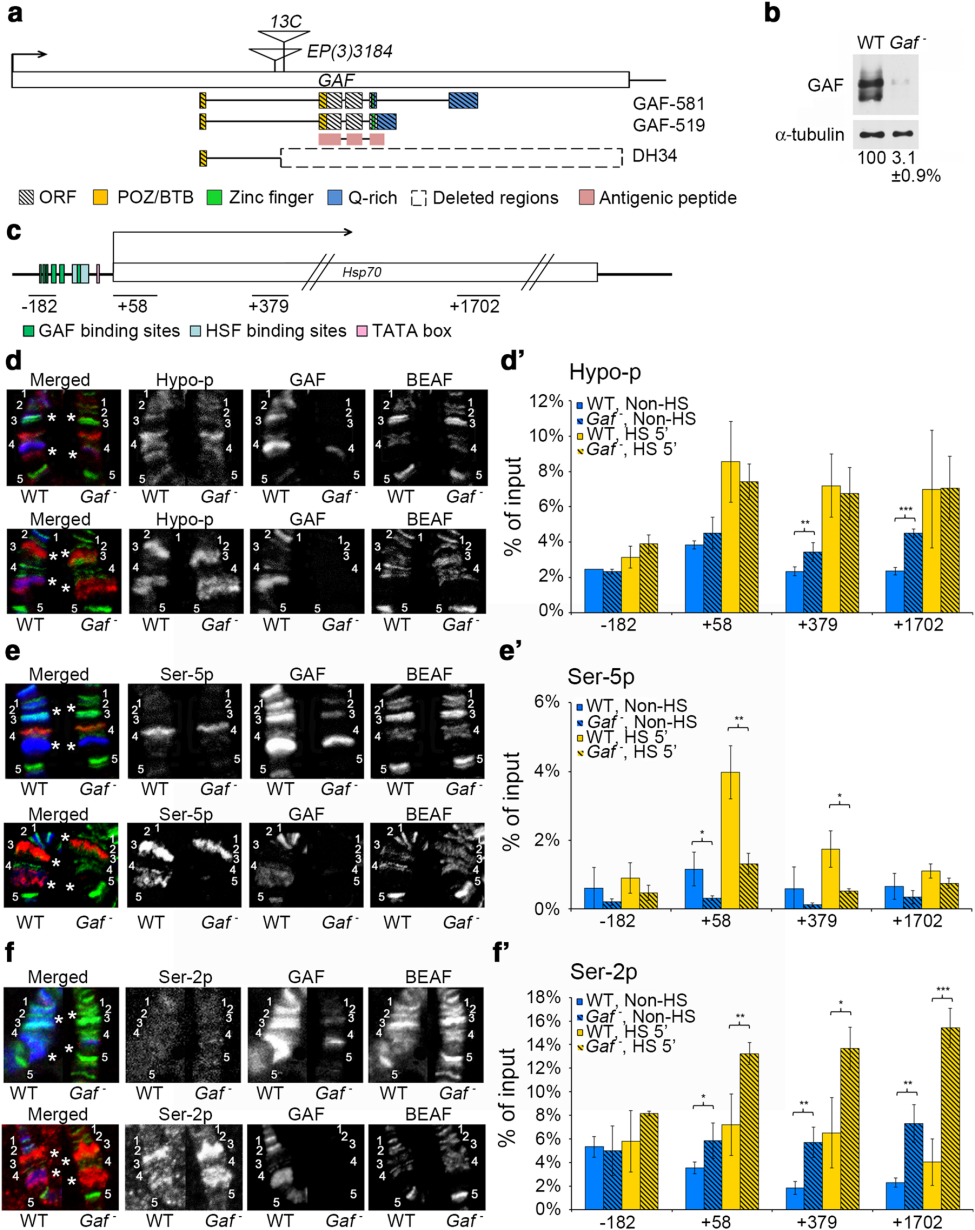
GAF modulates different phosphoisoforms of RNA-Pol at the *Hsp70* locus. **a** Molecular map of the *Gaf* locus. Two isoforms of GAF, GAF-519 and GAF-581, share the same BTB/POZ (*yellow box*) and Zn-finger domains (*green box*), but differ in the Gln-rich domain (*blue box*). The GAF antibody is raised against the shared region (*pink box*). The P-element insertion lines, *Gaf* ^*13C*^ and *EP(3)3184*, are indicated b*y triangles*. The deletion in *Gaf* ^*DH34*^, shown by the *dotted box*, extends to 218 bp upstream of 3′end of the gene. **b** Quantification of GAF. Extracts from salivary glands of third-instar larvae were immunoblotted with GAF and α-tubulin antibodies. The relative abundance of GAF from duplicate experiments is shown. **c** Gene map of *Hsp70.* A simplified map is shown with approximate locations of the GAF and HSF binding sites, TATA box, and four sets of primers used for qPCR. The relative position to the TSS for the midpoint of each PCR fragment is indicated. **d**–**f**. Cytogenetic studies of RNA-Pol at *Hsp70* loci. Polytene chromosomes from WT and mutants before (**d**–**f**, *upper panels*) or after a 30-min heat shock (**d**–**f**, *lower panels*) were simultaneously stained with antibodies against RNA-Pol (Hypo-p, Ser-5p or Ser-2p *in red*), GAF (*in blue*) and BEAF-32 (*in green*). The *color* is removed for panels showing individual staining for clarity. The region from 87A to 87C is marked by five sections (1–5) based on BEAF-32 staining. Two *Hsp70* clusters are located in sections 2–3 and 4–5 and are indicated by *. **d**’–**f**’. Quantitative measurement of RNA-Pol on *Hsp70.* Chromatin samples prepared from imaginal tissues of WT or *Gaf* mutant larvae before (non-HS) or after treatment at 37 °C for 5 min (HS) were subjected to immunoprecipitation with RNA-Pol antibodies against Hypo-p (**d**’), Ser-5p (**e**’), or Ser-2p (**f**’), followed by qPCR using four primer sets shown in **c**. The amounts of qPCR products from each set of measurements are expressed as a percentage of input. The average of three ChIP experiments is shown. Statistically significant differences are indicated (*t* test, *p < 0.05; **p < 0.01; ***p < 0.001)

Previous studies have shown that RNA-Pol undergoes both qualitative and quantitative changes during heat induction of *Hsp70* genes [43]. RNA-Pol is initially paused at the region ~50 bp downstream of the TSS (+50) primarily with Ser-5p, but is rapidly converted into the isoform actively engaged in transcriptional elongation with additional phosphorylation on Ser-2. To understand how this process is regulated by the binding of GAF to the upstream GAGA repeats, we analyzed the relationship between GAF and the phosphorylation state of RNA-Pol following heat induction of *Hsp70*. *Drosophila* contains six *Hsp70* genes located in two cytogenetically discernible clusters at map positions 87A and 87C on polytene chromosomes. We used simultaneous staining of GAF and BEAF-32—a boundary element-binding protein [44, 45]—as controls for staining quality. In addition, the major bands of BEAF-32 staining were used to mark this region with five sections (1–5, Fig. 1d–f) for further comparison. The 87A region contains two *Hsp70* genes located between sections 2 and 3, and the 87C region contains four *Hsp70* genes between sections 4 and 5 (marked by stars). Before induction, the signals of RNA-Pol isoforms including Hypo-p, Ser-5p and Ser-2p were either very weak or undetectable on these locations of both WT and mutant chromosomes (Fig. 1d–f, upper panel). Following 30-min heat induction, strong signals of all three isoforms appeared at both the 87A and 87C clusters. No significant difference was observed for the Hypo-p signal between WT and mutant chromosomes (Fig. 1d, lower panel), but a substantial reduction in the Ser-5p signal was evident on mutant chromosomes (Fig. 1e, lower panel). In addition, the Ser-2p signal appeared to increase significantly on mutant chromosomes (Fig. 1f, lower panel).

To confirm these cytogenetic results, we used chromatin immunoprecipitation (ChIP) to quantitatively analyze the phosphorylation profile of RNA-Pol on *Hsp70*. Cross-linked chromatin samples prepared from third-instar larvae containing imaginal disks, nerve cords and salivary glands were subjected to ChIP and quantitative PCR (qPCR) to measure the relative abundance of these isoforms in three intragenic regions centered at +58, +379 and +1702 as well as an upstream region centered at −182 for comparison (Fig. 1c). Prior to heat shock, both Hypo-p and Ser-5p signals were somewhat higher around +58 in WT samples, in agreement with the observation of paused RNA-Pol at the promoter-proximal region [46]. In mutant samples, although the level of Hypo-p did not show significant change in this region, relatively lower level of Ser-5p was seen (Fig. 1e’), suggesting the reduction of paused RNA-Pol in the absence of GAF. Interestingly, the Ser-2p signal showed substantial increases in the distal part of *Hsp70*, indicating that productive transcription occurs concomitantly in mutants (Fig. 1f’). We noted that there were also moderate increases in Hypo-p in downstream regions (Fig. 1d’), which presumably reflect incomplete phosphorylation of RNA-Pol during elongation [47].

Upon a brief heat shock (i.e., 5 min), WT samples showed substantial increases in signal intensity for all three RNA-Pol isoforms at the +58 region and further downstream, as expected for fully active transcription. The increase in the Ser-5p signal was most pronounced at the promoter-proximal region, indicating the accumulation of considerable amounts of paused RNA-Pol. Clearly, the transition of RNA-Pol from paused to elongation states remains rate limiting during transcriptional activation. Similar to the uninduced condition, the Ser-5p signal showed a drastic reduction from WT to mutant samples. Again, the Ser-2p signal in mutant samples showed concomitant increases in the coding region, particularly at the 3′ end. Despite these changes, no significant differences were found between WT and mutant samples for total RNA-Pol, as measured on polytene chromosomes using an antibody recognizing the Rpb3 subunit of RNA-Pol (Additional file 1: Fig. S1A, B). These results confirm our cytogenetic observations and together indicate that paused RNA-Pol becomes more frequently released to engage in elongation in the absence of GAF. Thus, the transition between promoter-proximal pausing and productive elongation of RNA-Pol appears to be modulated by GAF.

### Global regulation of RNA-Pol phosphorylation

We next asked whether the global level of various forms of phosphorylated RNA-Pol could be affected by either *Gaf* mutation or GAF over-expression. Again, we used GAF and BEAF-32 staining as internal controls for polytene chromosome staining. Compared to WT chromosomes, the overall intensity of Hypo-p and Ser-2p staining did not show any significant change on mutant chromosomes (Additional file 1: Fig. S2A, B). In contrast, the overall intensity of Ser-5p was reduced in mutant chromosomes (Fig. 2a). In the complementary study, we drove over-expression of a GAF isoform, GAF-519, in salivary glands by introducing *dpp*-Gal4 to a transgenic line containing UAS-GAF on third chromosome (henceforth called *dpp* > GAF(3)). The resultant chromosomes were intensely labeled with GAF signals and were thinner and more difficult to spread than WT ones. In proportion to the reduced chromosomal size, the overall BEAF-32 signals also appeared to be relatively weaker. Importantly, there was a substantial increase in Ser-5p signal (Fig. 2b). However, no obvious changes were observed for Hypo-p, Ser-2p and total RNA-Pol signals (Additional file 1: Figs. S1C and S2C, D).

**Fig. 2:**
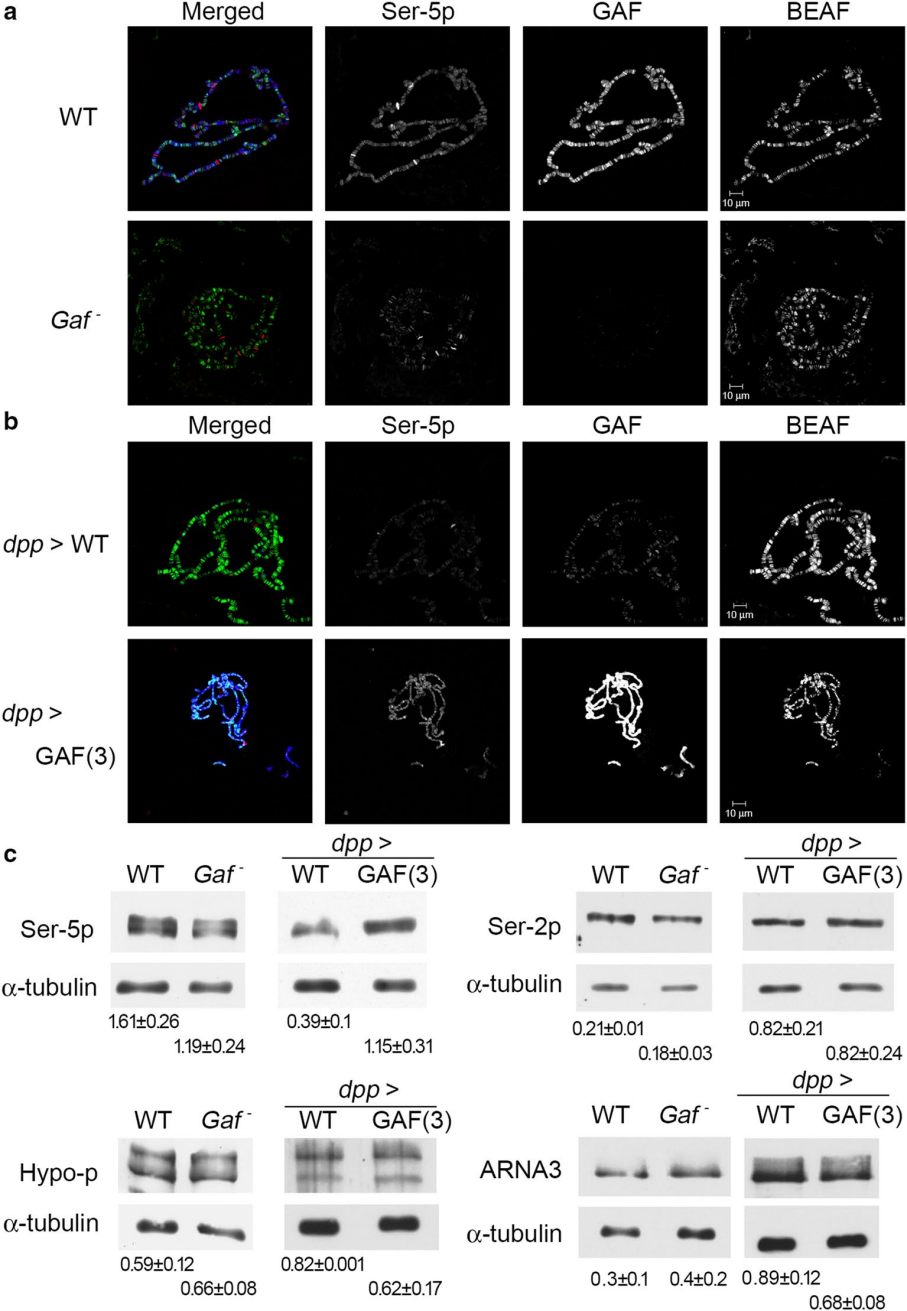
Global effects of GAF on the level of RNA-Pol Ser-5p. **a** Reduction of RNA-Pol Ser-5p in *Gaf* mutants. Polytene chromosomes from WT and *Gaf* mutants were co-stained and processed as described in Fig. 1. **b** Increase in RNA-Pol Ser-5p by GAF over-expression. Polytene chromosome from *dpp* > WT or *dpp* > GAF(3) samples were co-stained as described in Fig. 1. **c** Detection of differential effects of GAF on RNA-Pol phosphoisoforms. Salivary gland extracts from WT, *Gaf* mutants and *dpp* > GAF(3) lines were immunoblotted with antibodies against three RNA-Pol phosphoisoforms, total RNA-Pol (ARNA3) and α-tubulin. The abundance of each RNA-Pol isoform was adjusted with that of α-tubulin. The relative abundance of each RNA-Pol isoform from triplicate experiments is shown

The relative amounts of different RNA-Pol isoforms were further measured by immunoblotting, using extracts prepared from salivary glands of these larvae. While there was a modest reduction of Ser5-p signal in mutant extracts, a substantial increase in Ser-5p (~threefold) signal was observed for *dpp* > GAF(3) extracts. In contrast, both Hypo-p and Ser2-p did not show significant differences in *dpp* > GAF(3) extracts (Fig. 2c). To further determine whether the changes of Ser5-p might reflect the amount of total RNA-Pol under different genetic backgrounds, we also examined these extracts with ARNA-3 antibody that recognizes an epitope distant from the CTD [48]. In contrast to Ser5-p, total RNA-Pol was slightly increased in mutant extracts, but slightly reduced in *dpp* > GAF(3) extracts (Fig. 2c, and Additional file 1: Fig. S1D), further revealing the selective effects on Ser-5p. These results strongly support a global role of GAF on regulation of Ser-5p.

### GAF controls global gene expression

To further elucidate the role of GAF in global transcriptional regulation, we next examined the genome-wide distribution of GAF in larval tissues. Chromatin prepared from WT imaginal tissues of third-instar larvae was subjected to ChIP with an affinity-purified GAF antibody, followed by deep sequencing (ChIP-seq) to get more than thirty million reads (~32 × 10^6^ for GAF, ~34 × 10^6^ for input), which were used for further analyses. Using the PICS program (Probabilistic inference for ChIP-Seq) [49], we identified 3716 GAF binding peaks (FDR < 0.05). Subsequent analysis by the MEME (Multiple EM for Motif Elicitation) program revealed a reiterated GA motif with the highest score (*p* = 1.6 × 10^−788^) [50]. Although this motif is similar to the known consensus Trl binding sequences (E = 2.92 × 10^−4^ by TOMTOM analysis) (Fig. 3a), it appears to conform much better to the (GA)n signature. However, it is worth noting that about 80 % of such sequences in the genome lack significant amounts of GAF binding (data not shown), indicating that not all sequences are equally accessible.

**Fig. 3:**
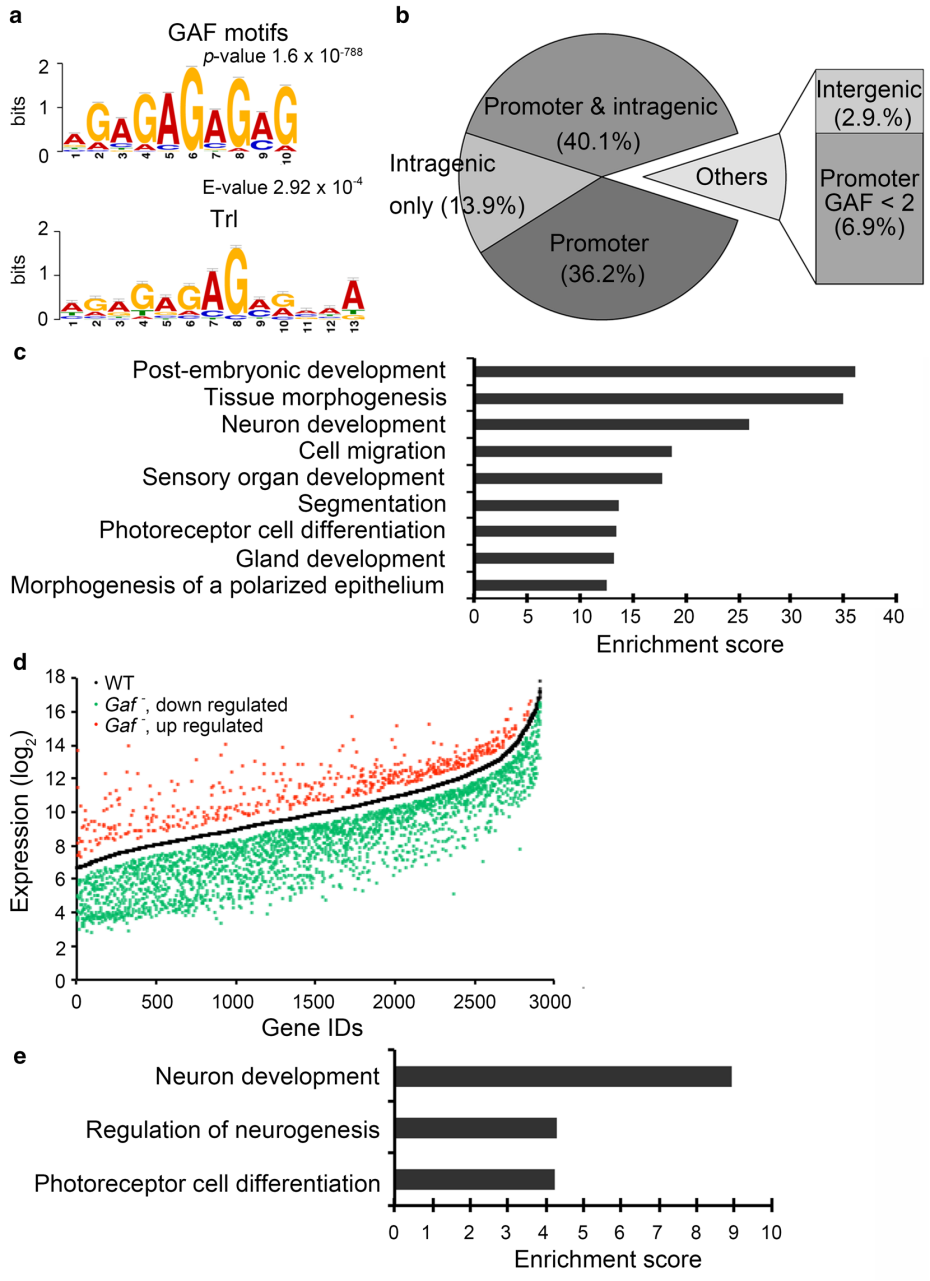
Genomic analyses of GAF target genes and *Gaf* mutation on gene expression. **a** GAF binding motif. The sequences of GAF peaks were analyzed by MEME. The most significant motif is shown with the statistical value (*p* value = 1.6 × 10^−788^). The statistical comparison with previously identified Trl motif is also shown (*E* value = 2.92 × 10^−4^). **b** Summary of GAF distribution. GAF binding sites identified by ChIP-sequencing and evaluated by statistical analyses are summarized in a pie chart. GAF peaks with more than twofold enrichment over the input are grouped into four categories: promoter only (from −500 to TSS), both promoter and intragenic region (UTR, intron and exon), intragenic region only, and intergenic region (beyond −500 or 3’ end). A small percentage of GAF peaks with less than twofold enrichment in the promoter region are also indicated. **c** Biological functions enriched in GAF targets. Putative GAF-target genes were subjected to DAVID for functional annotation clustering analysis. The GO term and the enrichment score of clusters above 10 (FDR < 0.0001) are shown. **d** The global effect of *Gaf* mutation on gene expression. Triplicate RNA samples from WT and *Gaf* mutants were subjected to microarray analysis. A scatter plot summarizes statistically significant changes in gene expression (*p* < 0.05 and >1.5-fold change). Each gene is assigned an ID number according to the ascending order of its expression level as shown in the log_2_ scale in the *y*-axis. The central curve represents the WT expression level of genes that show significant changes in mutants. Approximately 80 or 20 % of genes show reduced (*green*) or increased expression (*red*) in mutants, respectively. **e** GO analysis of GAF targets with affected expression in mutants. GAF targets with significant changes in expression were subjected to analysis for functional clustering. The GO term and the enrichment score of clusters above 2 (FDR < 0.05) are shown

These GAF binding peaks could be assigned to 1891 annotated genes, which are referred to as putative GAF-target genes. Among them, 1442 genes (~76 %) contain GAF peaks with values at least twofold higher than the corresponding regions in the input control (Fig. 3b). Importantly, they all contain GAF peaks within 500 bp upstream of the TSS. About half of them have additional peaks located within the gene body including exons and introns. For genes with less GAF occupancy (<twofold enrichment), their peaks are located in the gene body (~14 %) or in regions within (~7 %) or beyond (~3 %) 500 bp upstream of the TSS. Given that the baseline of the input is significantly higher than that of GAF ChIP (GAF panel in Fig. 4a), the twofold enrichment appears to be a stringent criterion for selecting relevant genes for further analyses. The abundance and the position of GAF peaks strongly support these genes as *bona fide* physiological targets. Based on the number of putative GAF targets, our dataset is about 20–50 % larger than several earlier studies and similar to a recent study [30, 40, 51–53]. Notably, significant portions of the GAF targets were not identified in these studies (Additional file 1: Fig. S3). Using gene ontology (GO) analysis and Functional Annotation Clustering from DAVID, we found that our collection is enriched for genes involved in post-embryonic development, tissue morphogenesis, neural development, cell migration and sensory organ development [54, 55] (Fig. 3c). Thus, our study has revealed many new GAF targets involved in important developmental processes.

**Fig. 4:**
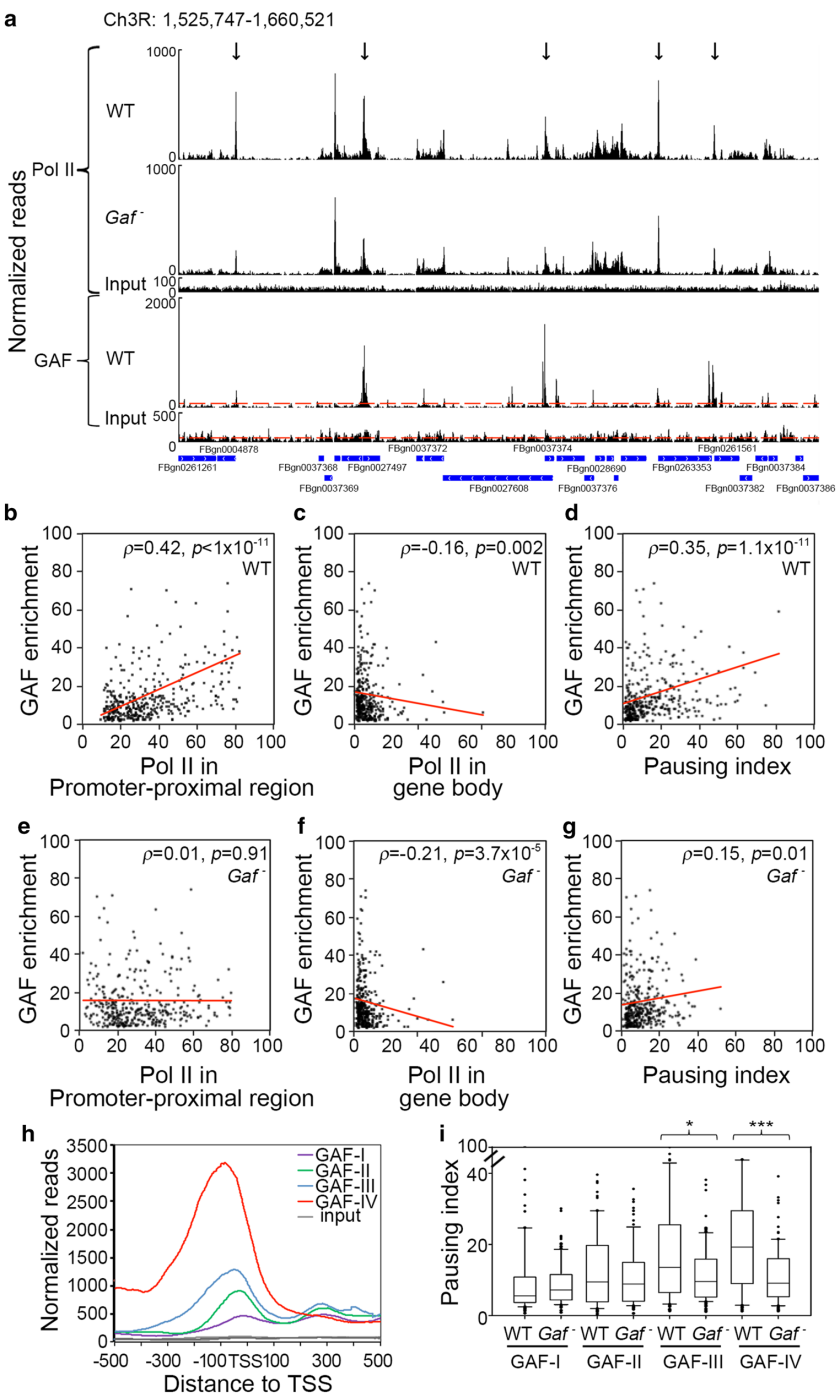
Reduction of paused RNA-Pol in *Gaf* mutants. **a** Distribution of RNA-Pol and GAF in the 83B-C region. RNA-Pol and GAF reads at each nucleotide were normalized with the total reads of each sample. The cumulative reads of RNA-Pol and GAF in the section from 1,525,747 to 1,660,521 of the third chromosome are shown with the gene map below. Genes with significant reduction of promoter-proximal RNA-Pol in mutants are indicated by *arrows*. Note that input reads are significantly higher than background reads in ChIP samples, potentially reducing the number of enriched peaks. The average read for the input sample is 70. *Red dash lines* marking this value in GAF ChIP and input are shown in GAF * panel*. **b**–**g** Correlation between RNA-Pol and GAF. RNA-Pol density in the promoter-proximal region (**b**, **e**; from −100 to +150) and gene body (**c**, **f**; from +500 to the end) in WT (**b**, **c**) or mutants (**e**, **f**) is separately plotted against the WT level of GAF occupancy according to the enrichment score of each promoter. PIs calculated from the ratio of RNA-Pol densities in the promoter-proximal region over the gene body are similarly plotted for WT (**d**) and mutants (**g**). Three hundred and sixty-five genes were included in this analysis. Statistical values for Spearman’s rank correlation coefficient (ρ) and *p* value (*p*) are shown. **h** GAF distribution in different ranks of targets. Three hundred and sixty-five GAF targets are divided into four ranks based on the overall GAF enrichment score from −500 to TSS. Ranks I to IV range from lowest to highest GAF scores. GAF distribution from −500 to +500 is shown for each rank. The normalized reads of both GAF peaks and input are shown in *y*-axis. **i** Dosage-dependent relationship between RNA-Pol pausing and GAF occupancy. The PIs of each rank of genes in WT and mutants are represented by *box plots*. The *whiskers* represent 5 and 95 % of each rank. The statistical significance of differences calculated by Mann–Whitney *U* test is indicated for ranks III (*p* = 0.03, *) and IV (*p* = 6.04 × 10^−5^, ***)

We next examined global gene expression profiles in WT and *Gaf* mutants. Triplicate RNA samples prepared from imaginal tissues of third-instar larvae were used to probe Agilent *Drosophila* Genome 2.0 arrays containing ~12,600 genes. We found that *Gaf* mutation significantly affected expression of 2912 genes (*p* < 0.05, >1.5-fold change). Among them, 15 genes were randomly chosen for verification by RT-qPCR. Nearly 70 % of selected genes showed similar changes (Additional file 1: Fig. S4A), confirming the validity of gene expression profiles. The vast majority (82 %) of affected genes showed reduced expression in *Gaf* mutants, supporting a positive role of GAF in global gene regulation (Fig. 3d). Unlike the strong enrichment of GAF peaks in many developmental processes, no specific process could be assigned to these affected genes (unpublished data). Further comparison with ChIP-seq data revealed that 269 genes contain GAF peaks with >twofold enrichment in the promoter region, indicating that they are directly regulated by GAF. As noted earlier, this number may be an underestimate, due to the large difference inherent in the calculation of ChIP and input samples. Importantly, about 80 % (218 genes) of them was down-regulated in *Gaf* mutants. In addition, they tend to cluster into functions related to neuronal development or morphogenesis (Fig. 3e). A recent study reported that 64 genes show altered expression in wing disks after GAF knockdown [56]. Using similar criteria for >twofold change, our study identified more than 2000 genes (Additional file 1: Fig. S4B), further validating our approach.

### GAF regulates promoter-proximal RNA-Pol

To determine the global effect of GAF on transcriptional processes, we examined genome-wide RNA-Pol distribution in both WT and mutant tissues by ChIP-seq. We used anti-Rpb3 antibody for an unbiased assessment of RNA-Pol distribution regardless of phosphorylation status [57]. By mapping about thirty million valid reads from WT or mutant samples, we identified about 2700 genes that satisfied the following criteria: false discovery rate (FDR) < 0.05 and *p* < 0.01 by Fisher’s exact test. The distribution of RNA-Pol and GAF in the 83B-C region is shown in Fig. 4a. RNA-Pol appears to be enriched in the promoter-proximal region of many genes within this section. In parallel, high levels of GAF are frequently found. Importantly, the abundance of promoter-proximal RNA-Pol of several GAF-target genes is reduced in mutants (average 40 % reduction in 52 % GAF-target genes).

To assess the global impact of GAF on RNA-Pol, we focused on GAF-target genes with more than twofold GAF enrichment in the promoter region. To avoid ambiguity, we selected genes based on criteria modified from a published article [7]: (1) single TSS; (2) no internal genes; and (3) at least 2 kb away from adjacent genes. A total of 365 genes were chosen for further analyses (Fisher’s exact test, *p* < 0.01) (Additional file 1: Fig. S5). For direct comparison, we first calculated RNA-Pol density by normalizing RNA-Pol reads at each nucleotide position with the total valid reads from WT or mutant samples, followed by summation of normalized values at each position. Subsequently, we summed up the value for the promoter-proximal region (region A, −100 to +150) and the gene body region (region B, +500 to the end of the gene) separately. Lastly, the relationship between RNA-Pol density and GAF occupancy was examined by plotting RNA-Pol density against the WT enrichment score of GAF for each gene.

As shown in Fig. 4b, e, GAF occupancy is significantly and positively correlated with the density of promoter-proximal RNA-Pol (Spearman’s rank correlation coefficient, *ρ* = 0.42, *p* < 1 × 10^−11^) in WT, whereas this correlation is almost completely lost in *Gaf* mutants (*ρ* = 0.01, *p* = 0.91). For the gene body, a modest negative correlation is observed between GAF occupancy and RNA-Pol density (*ρ* = −0.16, *p* = 0.002, Fig. 4c) in WT and is slightly affected in the *Gaf* mutants (*ρ* = −0.21, *p* = 3.7 × 10^−5^, Fig. 4f). We also adopted the pausing index (PI) to evaluate the genome-wide impact of *Gaf* mutation on transcriptional status [58]. To derive PI, the RNA-Pol values for regions A and B were used as numerators and denominators, respectively [9]. When PI was plotted against the enrichment score of GAF, a positive correlation between PI and GAF occupancy was also observed for the WT sample (*ρ* = 0.35, *p* = 1.1 × 10^−11^, Fig. 4d). Similarly, the correlation was reduced, albeit less evidently, in mutants (*ρ* = 0.15, *p* = 0.01, Fig. 4g). We attribute this mild effect to the larger reduction of denominators in mutants.

Among these targets, the extent of GAF occupancy appears to differ widely. Based on the normalized read at each nucleotide position, they range from a minimum of twofold over the input control to several hundred folds. To explore whether any group of genes might be more susceptible to GAF-mediated regulation, we divided these targets into four ranks based on the cumulative enrichment scores in the region from −500 to the TSS. Specifically, the normalized GAF reads in this region were added up for each gene and then used to calculate the enrichment over the input. The enrichment scores of these gene range from 2 to 5.9 (I, 92 genes), 6.1 to 10.0 (II, 91 genes), 10.0 to 17.2 (III, 91 genes), 17.5 to 301 (IV, 91 genes including 6 *Hsp70* genes). As expected from higher GAF occupancy, more extended GA repeats were found in ranks III and IV (Additional file 1: Fig. S6). Close inspection of GAF occupancy in these genes revealed that they differ from each other not only in their scores, but also in their overall distribution (Fig. 4h). For example, rank IV lacks a downstream GAF peak around +300 commonly found in other ranks, despite its prominent overall scores. Although GAF peaks are present in the upstream region of all targets, their positions appear to shift gradually from the TSS (~−10 in rank I) toward more upstream sites (~−100 in rank IV). Moreover, rank IV has relatively high levels of GAF occupancy up to the region around −500 (Fig. 4h).

Using box plots to represent the PI range for each rank, we found that higher ranks tended to show higher PIs, further reinforcing the relationship between GAF and paused RNA-Pol. Again, a more severe reduction of PIs was observed for higher ranks in mutants (Fig. 4i). We also examined the effect of *Gaf* mutation on RNA-Pol accumulation in the promoter-proximal region and gene body separately. Similarly, rank IV exhibited the most pronounced effect of RNA-Pol accumulation in the promoter-proximal region (Additional file 1: Fig. S7). These results strongly support a dose-dependent relationship between GAF occupancy and paused RNA-Pol. It is worth noting that only a small proportion of paused genes (~16.5 % of 1602 genes with PI > 4) identified at embryonic stages overlaps with our collection [9], reflecting highly dynamic regulation of pausing during development [59] (Additional file 1: Fig. S8).

### GAF affects the organization of upstream nucleosomes

Recent studies have demonstrated a strong link between transcriptional pausing and the presence of nucleosomes around the TSS [23, 25]. To determine whether the nucleosome organization is involved in GAF-mediated transcription pausing, we examined genome-wide nucleosome profiles on WT and mutant chromatin by paired-end deep sequencing of chromatin fragments after micrococcal nuclease digestion (MNase-seq). 

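Chromatin from third-instar imaginal tissue was digested with micrococcal nuclease (MNase), an enzyme that cuts DNA outside nucleosomes, and fragments of mononucleosome size were sequenced from both ends. There was 1 library of WT (Or-R) and 1 library of *Gaf* mutants, so the difference between the genotypes has no replicate check, and tests here run across genes, which are not replicates. The authors deposited, for each gene and library, the fragment coverage at each position from -500 to +500 of the TSS. Genes are listed by FlyBase identifier and chromosome arm, without coordinates. The WT file held 15475 genes and the mutant file 15665, and all of the WT genes were also in the mutant file. The 15330 genes in both files on arms 2L, 2R, 3L, 3R, 4 and X were analyzed. Coverage summed over all genes and positions of the file was 765100786 in WT and 858952387 in the mutant. With the paper's formula, in which the coverage of a library is divided by that library's share of the total over both libraries, these totals multiplied WT coverage by 2.12 and mutant coverage by 1.89. Before normalization, the mean coverage per position was 49.7 in WT and 55.7 in the mutant, and 47.0% of positions in WT but 7.2% of positions in the mutant had no fragment. The list of GAF targets behind Fig. 5a was not in the files analyzed here, so the 40 GAF targets named in Table S1 were compared with the 15290 other genes, which still include the targets that Table S1 does not name. These 40 genes are putative transcription factors that the paper selected for GAF enrichment and for a change in expression. Because whole fragments were added up in the files, each nucleosome peak is broader in coverage than in a profile of fragment midpoints, and midpoints were estimated from the steps of the coverage as an alternative.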

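The deposited values were coverage along whole fragments, and the length of single fragments could be read where a stretch of coverage 1 had no coverage on either side. In WT, 1895 such stretches had a median length of 147 bp, and 99.95% of them were between 120 and 180 bp long. In the mutant, 861 such stretches had a median length of 132 bp and ranged from 120 to 180 bp. Dividing the summed coverage by the mean length of these stretches gives about 5167573 fragments in the windows of the WT file and 6281441 in those of the mutant file. Fragments in windows that overlap those of a neighboring gene are counted more than once in these numbers. The files hold only the windows around the TSS, so the number of reads over the whole genome could not be counted.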

Approximately 40 million reads for 120–180 bp fragments were selected, and the midpoint of each read was taken to represent a nucleosome count. The cumulative value of nucleosome counts at each nucleotide coordinate in the region from −500 to +500 of the TSS was then used to construct the nucleosome profile for the metagene. 

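Over the 15330 genes on the main arms, which include the targets, normalized WT coverage averaged 146.1 per gene and position from +1 to +500 (95% bootstrap interval over genes from 143.8 to 148.4, no replicate library). In 10-bp intervals, the first peak downstream of the TSS was centered at +175.5 with a coverage of 153.2. A trough of 145.4 followed at +225.5, then peaks of 174.9 at +325.5 and 168.0 at +475.5. The position of the first peak depended most on how fragments were counted: with midpoints estimated from the steps of the coverage, an alternative chosen after the data were seen, it was centered at +145.5 and the second peak at +315.5, 170 bp apart. From the regular peaks, the paper describes an ordered nucleosome array that starts at the +1 nucleosome.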

For the vast majority of genes without GAF occupancy in the promoter region (13,774 genes), a high level of ordered nucleosome array was observed in the downstream region, starting from the +1 nucleosome positioned around +130 (dash line in Fig. 5a). In contrast, less nucleosome counts were detected in the upstream region up to about −300, resembling the nucleosome-free region (NFR) found in many organisms [60, 61]. 

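In the same WT profile over 15330 genes, normalized coverage averaged 53.8 from -300 to -1 (95% bootstrap interval over genes from 52.1 to 55.3, no replicate library). The lowest 10-bp interval was centered at -115.5, with a coverage of 50.8. The interval at the far upstream end, from -500, had a coverage of 98.0. Downstream coverage, from +1 to +500, was 2.72 times the coverage from -300 to -1 (95% bootstrap interval from 2.63 to 2.82). With estimated midpoints in place of coverage, the lowest interval moved to -55.5 and its value to 46.1. The mean hides a wide spread among genes, since from -150 to -1 the 15290 genes outside Table S1 had a mean of 53.3 and a median of 0.54. The paper likens this region of low counts to the NFR.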

For 1891 GAF-target genes, a different profile was seen. 

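The 40 GAF targets of Table S1 had a normalized WT coverage of 80.5 ± 87.7 (mean and SD over genes, 1 library) from +1 to +500, against 146.3 ± 146.8 for the 15290 other genes. The difference of -65.8 was larger than in nearly all of 100000 random sets of 40 genes (permutation of set membership, p = 0.0013). Only 11 of the 40 genes were above the median of the other genes, 115.6. Whether the peaks were less distinct could not be told. The SD of the 50 downstream 10-bp intervals was 17.7% of their mean for the 40 targets and 21.5% for the other genes, but random sets of 40 genes had a median of 25.0% (permutation test with 20000 sets, p = 0.24). This SD also includes the slope of the profile. For the other genes, coverage rose from 61.5 just after the TSS to 153.4 at the first peak, and the next trough was 145.6. The SD therefore does not measure the peaks alone. The difference in coverage moved most, to -68.4, when the total reads stated in Additional file 3 replaced the file totals in the normalization. From its profile of all GAF targets, the paper describes their downstream peaks as lower and less sharply defined than those of non-targets.

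**Figure D1:**
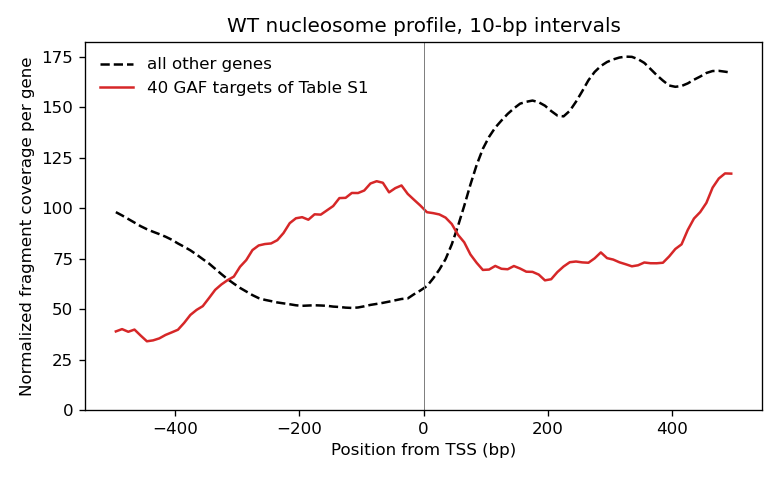
Normalized WT fragment coverage per gene (y axis) in 10-bp intervals from -500 to +500 of the TSS (x axis, bp). The dashed line is the mean of 15290 other genes and the solid line the mean of the 40 GAF targets of Table S1. The targets lie above the other genes just upstream of the TSS and below them over most of the downstream region.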

In general, downstream nucleosome peaks were shallower and less distinct. 

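From -150 to -1, normalized WT coverage was 107.7 ± 146.6 (mean and SD over genes, 1 library) for the 40 GAF targets of Table S1 and 53.3 ± 113.8 for the 15290 other genes. Random sets of 40 genes rarely reached this difference of 54.5 (permutation of set membership with 100000 sets, p = 0.0084). The medians were 20.9 for the targets and 0.54 for the other genes, and 31 of the 40 targets were above the median of the other genes. That median is near the floor, since a raw WT coverage of 1 becomes 2.12 after normalization. A gene can thus exceed it with very few fragments. Estimated midpoints moved the difference most, to 57.3 (permutation p = 0.011). The paper takes such upstream counts as a sign that nucleosomes occupy the promoters of GAF targets in place of an NFR.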

Instead of the NFR, significant amounts of nucleosome counts were detected in the upstream region ranging from the TSS to −150 (solid line in Fig. 5a). To exclude the possibility that this difference might result from the much larger pool size of non-target genes used for the plotting, we constructed a nucleosome profile from 1900 non-targets randomly chosen from five chromosomal arms. No matter the difference in pool size, the patterns are almost indistinguishable for non-targets (Additional file 1: Fig. S9A).

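The comparison was repeated with the 15290 genes outside Table S1, which include other GAF targets, since the list of non-targets was not in the files analyzed here. A pool of 1900 genes, 380 from each of the 5 arms 2L, 2R, 3L, 3R and X, was drawn at random 1000 times, and its normalized WT coverage was compared with that of all 15290 genes over the 10-bp intervals. The largest difference in any interval had a median of 7.9% over the pools, and 95% of the pools had a largest difference between 4.5% and 15.1%. The lowest correlation of a pool's profile with that of all genes was 0.992, across intervals that are not independent. For the 40 targets of Table S1 the largest difference was 115.6% and the correlation -0.16, although a set of 40 genes also varies more than a pool of 1900. With estimated midpoints, the median largest difference between pools and all genes was 17.3%. As the profiles of small and large pools nearly coincide, the paper rules out pool size as the reason for the difference between targets and non-targets.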

**Fig. 5:**
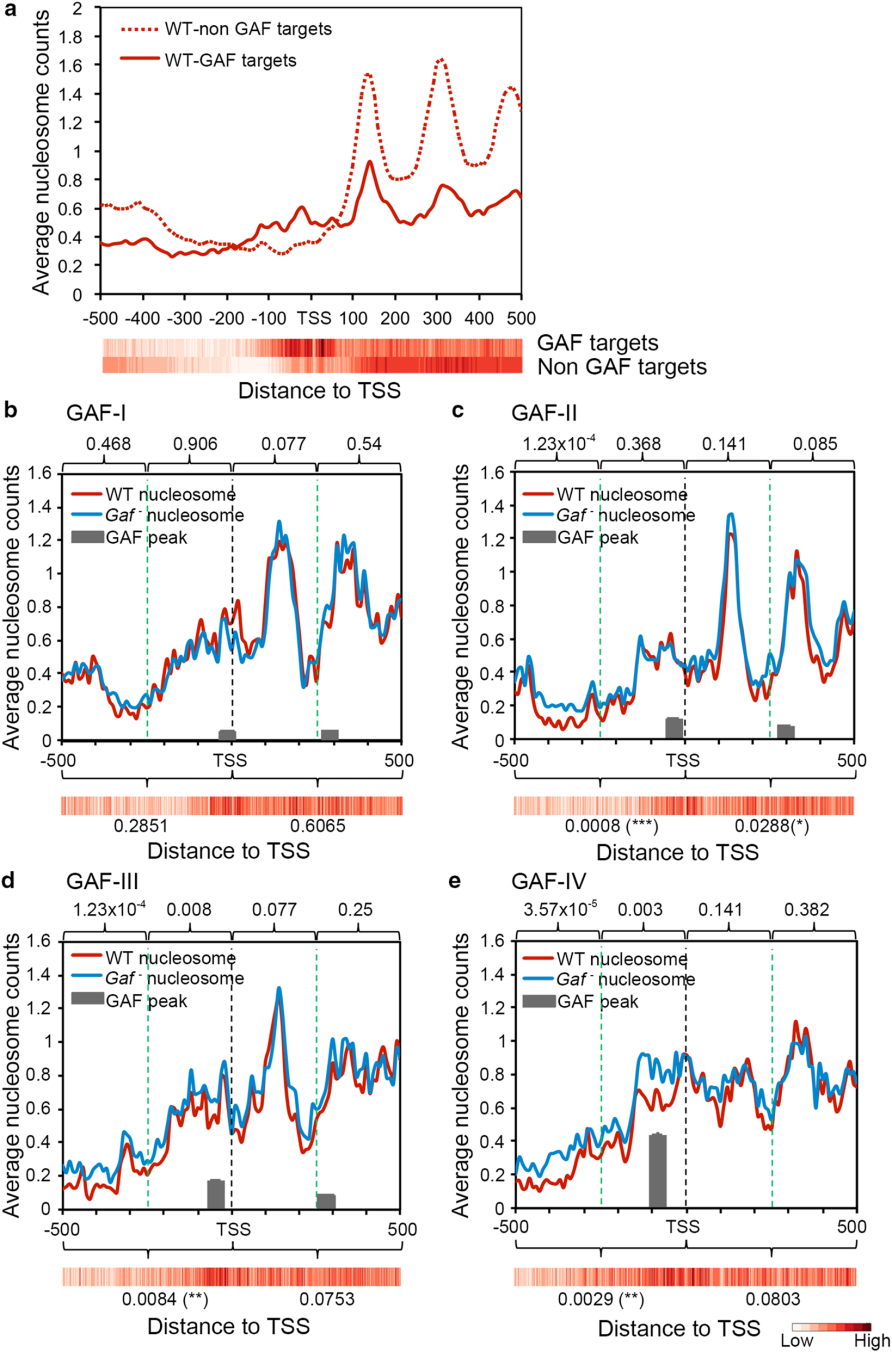
Selective effects of GAF on upstream nucleosomes. **a** Global nucleosome profiles. The overall nucleosome distribution of GAF targets (*n* = 1891) or non-targets (*n* = 13,774) in the WT genome is shown for the 1 kb region around TSS. To calculate the average nucleosome counts, the midpoint of MNase-resistant fragments was used to represent the position of each nucleosome. The average read at each nucleotide coordinate was summed after normalization. The frequency of SS-dinucleotides that favor nucleosome formation is shown by heat maps (*below*). **b**–**e** Alteration of nucleosome patterns in *Gaf* mutants. Nucleosome distribution within 1 kb of the promoter-proximal region in WT (*red*) and *Gaf* mutants (*blue*) is shown for different ranks of targets. The statistical differences between these two patterns were calculated by Kolmogorov–Smirnov tests after dividing the 1 kb region into either *four sections* (*above graphs*) or *two sections* (*below graphs*). The value and statistical significance of each section (*) are shown. The approximate location and height of GAF peaks are indicated in each graph (*gray bars*). The SS-dinucleotide distribution is also shown as a heat map for each rank

Interestingly, these profiles appeared to correlate with the predicted nucleosome propensity based on the occurrence of SS-dinucleotides comprising GG, GC, CC and CG [62]. For example, the high level of downstream nucleosome arrays found in non-target genes coincided with high SS-dinucleotide contents. In contrast, the NFR was relatively devoid of such sequences. For GAF targets, however, the highest level of SS-dinucleotide content was found in sequences flanking the TSS. Thus, the WT nucleosome profile appears to partially reflect the intrinsic property of DNA sequences.

To determine the role of GAF in modulating nucleosome organization, we next examined how nucleosome profiles are altered in different ranks of GAF targets (Fig. 5b–e). Superimposition of WT nucleosome profiles with GAF peaks revealed a sharp +1 nucleosome peak flanked by GAF peaks in the three lower ranks of genes. In rank IV, no distinct nucleosome peak was found in this region. Despite these differences, none of these downstream nucleosome profiles were significantly affected by *Gaf* mutations. In the upstream region spanning the TSS, disordered nucleosome profiles were observed in all ranks. Notably, their nucleosome profiles seemed to extend more toward the upstream region for ranks I through IV, paralleling the presence of higher SS-dinucleotide content. The upstream nucleosome profile began to show significant increases from rank II in *Gaf* mutants. By dividing the upstream region into distal and proximal halves, we found that the increase in nucleosome counts was mainly located in the distal half of rank II (Kolmogorov–Smirnov test, *p* = 1.23 × 10^−4^). The increase expanded to the proximal half in rank III (*p* = 8 × 10^−3^) and became most pronounced in rank IV (*p* = 3 × 10^−3^). Thus, nucleosome organization is affected in a dose-dependent manner. It is also important to note that the upstream nucleosome profile of rank IV became more consistent with the high SS-dinucleotide content in *Gaf* mutants, suggesting that GAF’s main function is to alleviate the constraint imposed by nucleosomes and underlying sequences, particularly in the proximal half of the upstream region.

The correlation between increased nucleosome occupancy and reduced RNA-Pol strongly suggests that these events are related [23]. To determine whether reduced RNA-Pol is sufficient to cause the increase in nucleosome occupancy, we examined the nucleosome profile of non-target genes with significant reduction (>20 % reduction from WT, *n* = 210) of promoter-proximal RNA-Pol in *Gaf* mutant. Compared to the WT profile, no significant change was found in mutants (Additional file 1: Fig. S9B). We also examined the nucleosome profile around intergenic GAF peaks (*n* = 516). Interestingly, these regions showed substantial increases in nucleosome occupancy in mutants (Additional file 1: Fig. S9C). These observations strongly suggest that elevated nucleosome occupancy in *Gaf* mutants is not directly affected by adjacent RNA-Pol.

### GAF cooperates with other regulatory factors

Several motifs are frequently found in *Drosophila* core promoters [63]. Some appear to correlate with the occurrence of paused RNA-Pol or specific nucleosomal profiles [24, 64, 65]. We used MEME to survey the whole genome to determine their prevalence in GAF targets. Compared to non-targets, GAF targets showed significant enrichment for DPE (2.12 vs 3.60 %), INR (3.33 vs 5.98 %) and MTE (2.02 vs 4.92 %), but reduction for TATA boxes (6.29 vs 3.75 %). Interestingly, the enrichment for DPE, INR and MTE, as well as the reduction for TATA boxes, was further enhanced in rank IV (Table 1). In addition, the occurrence of Motif 1, 6, 7 and DRE was also significantly reduced in rank IV. These patterns are similar to those found in developmentally regulated genes [64].

**Table 1:** Frequency of various core promoter elements in non-target genes, GAF target genes and each GAF rank

Motif	Non-GAF targets	GAF targets	GAF-I	GAF-II	GAF-III	GAF-IV
DRE	9.05 %	9.89 %	20.65 %	12.09 %	18.68 %	3.30 %
Motif 1	13.32 %	15.18 %	23.91 %	19.78 %	9.89 %	9.89 %
Motif 5	5.67 %	6.24 %	8.70 %	6.59 %	4.40 %	6.59 %
Motif 6	15.72 %	14.17 %	17.39 %	16.48 %	12.09 %	7.69 %
Motif 7	11.70 %	13.38 %	21.74 %	20.88 %	9.89 %	6.59 %
DPE	2.12 %	3.60 %	1.09 %	1.10 %	5.49 %	7.69 %
INR	3.33 %	5.98 %	5.43 %	10.99 %	7.69 %	7.69 %
MTE	2.02 %	4.92 %	4.35 %	3.30 %	5.49 %	8.79 %
TATA box	6.29 %	3.75 %	6.52 %	4.40 %	2.20 %	1.10 %
Gene number	13,774	1891	92	91	91	91

Each element was screened by MEME with *p* value <0.005

We next asked whether any other factors might cooperate with GAF in regulating transcriptional pausing. Since GAF over-expression could result in striking increases in GAF occupancy and paused RNA-Pol globally (Fig. 2b) and since there are multiple GAF motifs in eye development genes including *eyegone*, *twin of eyg*, *lozenge*, *seven*-*up* and *Bar* (data not shown), we reasoned that GAF over-expression in eye disks might lead to its increased occupancy on these promoters and subsequent pausing, providing a convenient genetic assay. Using *eyeless*-Gal4 to drive a UAS-GAF-519 transgene located on second chromosome (i.e., *ey* > GAF(2)) in eye imaginal tissues, we found that the size of the adult eyes was reduced by ~50 % in *ey* > GAF(2) flies (Fig. 6a, b). Detailed examination revealed that both eye field and ommatidia number were severely reduced (Fig. 6b, d). However, the average space of each ommatidium remained similar for both *ey* > WT and *ey* > GAF(2) adults. We further examined the structure of larval eye disks. As expected, the size of eye disks of third-instar larvae was substantially reduced (Fig. 6c). Specifically, the region corresponding to undifferentiated cells located posterior to the morphogenetic furrow showed impaired development. We also compared the nuclei density of antenna disks with that of posterior eye disks (A/E index, Fig. 6e and Additional file 1: Fig. S10A). Again, similar values were found for *ey* > WT and *ey* > GAF(2) disks. Thus, GAF over-expression appears to mainly affect the number of eye cells.

**Fig. 6:**
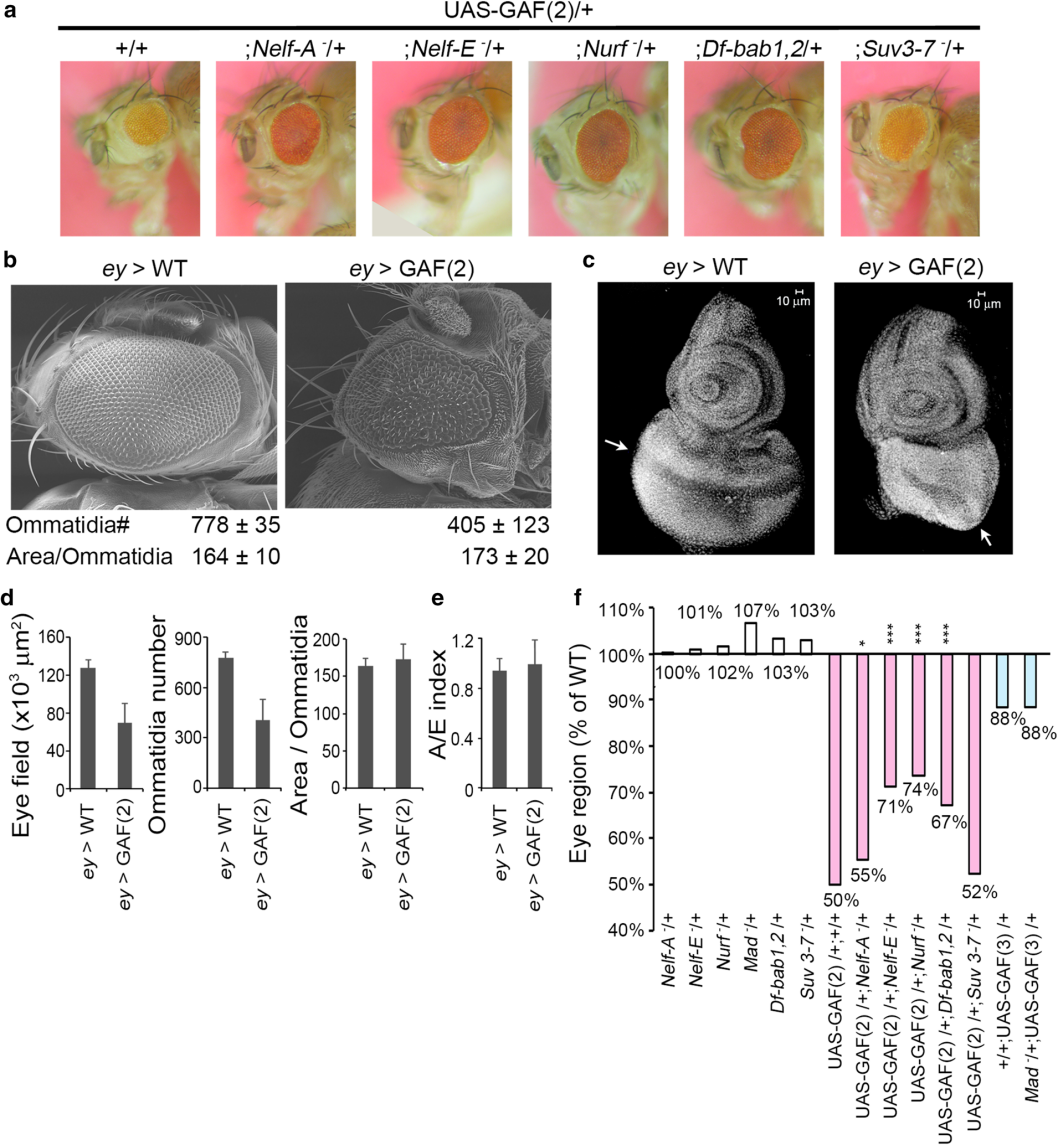
GAF-interacting factors involved in RNA-Pol pausing. **a** Genetic test for GAF-interacting factors. The small-eye phenotype induced by *ey* > GAF(2) was used to identify factors involved in GAF-mediated pausing. Each photograph represents the typical eye observed in WT and mutant backgrounds. **b** Detailed analysis of GAF-induced small-eye phenotype. The scanning electron microscopic graphs of typical eyes from *ey* > WT and *ey* > GAF(2) adults are shown. The total numbers of ommatidia in each eye field and the average area of each ommatidium were measured from these graphs (*ey* > WT, *n* = 12; *ey* > GAF(2), *n* = 22) and summarized below. **c** The effect of GAF over-expression in eye-antenna disks. Disks were stained by Hoechst 33258. The area posterior to the morphogenetic furrow (*arrow*) is severely reduced in *ey* > GAF(2) disks. **d** Quantitative measurement for adult eyes. The scanning electron microscopic graphs described in **b** were used to measure the eye field and ommatidia number separately. The average area per ommatidium was calculated from these values. **e** Quantitative measurement for larval imaginal disks. The nuclei density of antenna and eye disks from *ey* > WT and *ey* > GAF(2) animals was separately measured. The ratio of nuclei density between antenna and eye disks was given as A/E index. The details of the measurement are described in Additional file 1: Fig. S10A. **f** Effects of different mutations on small-eye phenotype. Measurement was based on the pixel number within eye perimeter in photographs taken under a dissection microscope. The average eye size was calculated from measurement of 50 eyes for each genotype. Statistical significance is indicated (*t* test, *p < 0.05; **p < 0.01; ***p < 0.001)

Previous studies have shown that NURF—an ATP-dependent nucleosome remodeling factor—may interact directly with GAF to re-organize nucleosomal spacing [38]. In a *Nurf* mutant background, eye size was substantially restored (Fig. 6a, f and Additional file 1: Fig. S10B), indicating that *Nurf* is indeed involved in GAF-mediated regulation. We further tested the involvement of other factors known to facilitate RNA-Pol pausing directly [21]. Specifically, two components of NELF complex were examined. Interestingly, the small-eye phenotype was relieved moderately by a *Nelf*-*A* mutation and substantially by a *Nelf*-*E* mutation. However, the mutation of *Su(var)3*-*7*—a suppressor of heterochromatin-mediated silencing [66]—did not produce significant effects.

Furthermore, we used the MEME program to search potential binding motifs in the region from −1000 to +500 of GAF-target genes. These motifs were then analyzed by the TOMTOM program to identify corresponding transcription factors [50], followed by verification with the FlyTF database containing 753 validated site-specific transcription factors [67]. Relevant factors and their binding motifs are summarized in Table 2. Consistent with our ranking, most significant GAF motifs were found in ranks III and IV (*E* values <5.2 × 10^−37^ or 6.3 × 10^−103^). Interestingly, motifs for BAB1 (*E* value <2.6 × 10^−21^) and MAD (E value <1.5 × 10^−10^) were identified in rank IV only. Again, we tested their physiological relevance using the GAF-induced eye phenotype assay. The eye defects were substantially relieved in *bab1* (Fig. 6a, f), suggesting the functional involvement of BAB1 in GAF-mediated pausing. In contrast, no obvious effect was observed in *Mad* mutant. However, due to the weaker eye phenotype induced by UAS-GAF located on third chromosome (i.e., UAS-GAF(3)), the role of MAD is less certain (Fig. 6f and Additional file 1: Fig. S10B).

**Table 2:** Summary of potential transcription factors in each GAF rank

GAF ranks	TFs	MEME	TOMTOM	
		*E* values	*p* values	*q* values
GAF-I	SR	3.6 × 10^−12^	5.9 × 10^−6^	4.8 × 10^−3^
	KLU		7.2 × 10^−6^	5.8 × 10^−3^
	FRU		1.2 × 10^−5^	9.4 × 10^−3^
	RN		4.1 × 10^−5^	3.3 × 10^−2^
GAF-II	JIM	3 × 10^−32^	3.4 × 10^−7^	2.7 × 10^−4^
	RN		4.2 × 10^−5^	3.4 × 10^−2^
	JIGR1		4.9 × 10^−5^	4 × 10^−2^
GAF-III	GAF	5.2 × 10^−37^	3.3 × 10^−6^	2.7 × 10^−3^
	JIM	2.3 × 10^−19^	2.1 × 10^−6^	1.7 × 10^−3^
	JIGR1		1.4 × 10^−5^	1.1 × 10^−2^
	RN		5 × 10^−5^	4 × 10^−2^
GAF-IV	GAF	6.3 × 10^−103^	2.2 × 10^−6^	1.8 × 10^−3^
	BAB1	2.6 × 10^−21^	6.5 × 10^−5^	5.3 × 10^−2^
	MAD	1.5 × 10^−10^	1.3 × 10^−5^	1.1 × 10^−2^
	JIM	1.2 × 10^−4^	6.5 × 10^−6^	5.3 × 10^−3^
	RN		5.6 × 10^−5^	4.5 × 10^−2^

The *E* value indicates the statistical significance of the motif used by MEME. The *p* value indicates the probability of motif match by random chance. The *q* value indicates the minimal false discovery rate

## Discussion

In this report, we used several approaches to address the role of GAF in transcriptional regulation in broad tissue contexts. Our results support that GAF acts as a global activator and is required to maintain proper level of paused RNA-Pol and organization of upstream nucleosomes.

As expected from prevalent GAF occupancy in the genome, expression of ~20 % of coding genes (2912 genes) is affected by *Gaf* mutation. Based on its occupancy near the TSS, we estimate that at least 9 % of them are directly regulated by GAF. Interestingly, about 15 % of these direct targets (40 genes) are listed in FlyTF as putative transcriptional factors (Additional file 2: Table S1), of which nearly half have previously been validated experimentally and are known to carry out important developmental functions such as embryonic segment formation and cell fate determination. Conceivably, these transcriptional factors could further control the expression of a much larger spectrum of downstream genes that lack direct GAF binding. Either directly or indirectly, the vast majority (~80 %) of these genes are down-regulated in *Gaf* mutants. These results demonstrate that GAF functions primarily as a global transcriptional activator. It is worth noting that many of these developmental regulators were not identified in previous studies [26, 51]. Therefore, our results significantly expand the global function of GAF, particularly in the developmental processes.

For the inducible *Hsp70* gene, we demonstrate that GAF affects transcription primarily at post-initiation steps. Both cytogenetic and molecular analyses of the *Hsp70* gene showed that the levels of Ser-5p and Ser-2p, but not Hypo-p, are substantially affected in *Gaf* mutants following heat induction. Since phosphorylation of RNA-Pol occurs after transcriptional initiation, these results clearly indicate that GAF exerts its effects at post-initiation steps. Our studies also revealed reciprocal changes for Ser-5p and Ser-2p in *Gaf* mutants; accompanying the large decrease in promoter-proximal Ser-5p signal, Ser-2p showed a substantial increase toward the distal end of *Hsp70*. Given the obligatory order for the appearance of Ser-5p and Ser-2p during transcription, these observations strongly suggest that the reduction of Ser-5p signal represents the primary effect of *Gaf* mutation. The increase in Ser2-p seems to be at odds with the observation that the majority of genes are down-regulated in *Gaf* mutants. Since GAF can physically interact with NELF and since active transcription of *Hsp70* occurs when NELF is dissociated from RNA-Pol [21, 68], it is plausible that less NELF is recruited to *Hsp70* promoter in *Gaf* mutant, resulting in less efficient withholding of paused RNA-Pol. In addition, we note that *Hsp70* expression can still be induced by the potent activator HSF during heat shock from a transgene lacking GAF binding sites [69]. Thus, *Hsp70* may represent an unusual case in which multiple factors are critically involved in its activation. GAF knockdown in cultured cells has recently been reported to affect the accumulation of total RNA-Pol only in promoter-proximal region [40]. Since the individual contribution of Ser-5p and Ser-2p could not be distinguished in that assay and since we show that there is a reciprocal relationship between these two isoforms particularly in distal regions, it is very likely that the effects of GAF depletion were not fully evaluated.

Our results further show that the effect of GAF on Ser-5p is not unique to *Hsp70*. We found that *Gaf* mutation results in reduced Ser-5p, but not Hypo-p or Ser-2p, on polytene chromosomes, suggesting that GAF can modulate the level of Ser-5p globally. This is substantiated by our analyses of the genome-wide distribution of RNA-Pol. In WT samples, GAF occupancy in the upstream region is positively correlated only with the RNA-Pol density in the promoter-proximal region or with PI. These results clearly reveal a dose-dependent relationship between paused RNA-Pol and GAF. Importantly, this positive correlation was lost in *Gaf* mutants, indicating a direct role of GAF in RNA-Pol pausing. Contrary to the reduction of paused RNA-Pol in *Gaf* mutants, GAF over-expression results in an overall increase in Ser-5p, but not other isoforms. These complementary results further strengthen the conclusion that GAF is critical for transcription pausing.

Consistent with earlier studies [26, 68], our analyses of genome-wide nucleosome profiling revealed remarkable differences between GAF-target and non-target genes. Much lower levels of the nucleosome array were found in the transcribed region of GAF-target genes, indicating that paused genes contain less downstream nucleosomes. Although somewhat anti-intuitive, these patterns are consistent with recent studies showing a negative correlation between PI and downstream nucleosome occupancy [23]. Apparently, these observations do not support a general notion that downstream nucleosomes act directly as a barrier for RNA-Pol, triggering its pausing. Interestingly, these profiles appear to coincide closely with the SS-dinucleotide content predicted to favor nucleosome occupancy, suggesting a close relationship between them.

In contrast to the downstream region, GAF-target genes contain more nucleosomes around the TSS and immediately upstream region than non-target genes. Overall, these patterns are consistent with the SS-dinucleotide content of the upstream region. However, considering the strong enrichment of SS-dinucleotide content in GAF targets, the increased nucleosome levels seem to be somewhat modest. It is also puzzling that nucleosomal profiles of different ranks of target genes appear to be largely indistinguishable, despite there being more extended SS-dinucleotide sequences in higher ranks. Nevertheless, the levels of nucleosomes were selectively increased in upstream regions from the TSS up to −500 for rank III and more so for rank IV in *Gaf* mutants, resulting in closer matches to predicted nucleosome profiles. Thus, the upstream sequences of these genes may intrinsically favor higher levels of nucleosomes, potentially producing stronger physical constraints for the loading and assembly of transcriptional machinery. Apparently, the presence of high levels of GAF relieves such constraints by reducing the amount of nucleosomes and consequently makes promoters more accessible. Like RNA-Pol pausing, the modulation of nucleosome profiles by GAF is highly dependent upon the degree of occupancy. This dosage-dependent effect strongly supports a direct role of GAF. Thus, caution should be taken when making inferences about GAF’s role in regulation based on the GAF motif alone.

Since GAF can recruit NURF to remodel nucleosome organization in vitro [38] and since our genetic studies showed that NURF is involved in GAF-mediated regulation, we suggest that GAF may act through NURF to remodel upstream nucleosomes and subsequently facilitate the loading and assembly of factors involved in regulation and general transcription. Based on the observation that a reduction of paused RNA-Pol is correlated with elevated upstream nucleosomes [23, 59], an alternative might suggest a different sequence of events. However, this possibility is not supported by our observations that nucleosome occupancy is not affected in non-target genes with significantly reduced RNA-Pol and the nucleosome occupancy is elevated in intergenic regions in *Gaf* mutants.

The role of GAF in RNA-Pol pausing and nucleosome remodeling has recently been reported, based on similar studies of a cultured cell line [40]. While our results on RNA-Pol pausing are quite similar, the effects on nucleosomal remodeling are somewhat different. 

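The membership of the 4 ranks was not in the files analyzed here, so the mutant was compared with WT over the 40 GAF targets named in Table S1. Each side of the TSS was divided into a proximal and a distal section of 250 bp, as in the paper. In the distal upstream section, their normalized coverage was 52.1 in WT and 70.3 in the mutant, a log2 ratio of 0.43 (bootstrap SD over genes 0.20, no replicates). The log2 ratio over the 15290 other genes was 0.071, and the difference of 0.36 was not beyond random sets of 40 genes (permutation p = 0.079, 0.10 after Benjamini-Hochberg adjustment over 4 sections). In the proximal upstream section, coverage was 101.7 in WT and 109.5 in the mutant, a log2 ratio of 0.11 (bootstrap SD 0.10) against 0.16 for the other genes (permutation p = 0.68, adjusted 0.68). Proximal downstream coverage rose from 76.5 to 92.6, a log2 ratio of 0.28 (bootstrap SD 0.11) against -0.030 (permutation p = 0.036, adjusted 0.072). In the distal downstream section, it rose from 84.5 to 105.9, a log2 ratio of 0.33 (bootstrap SD 0.14) against -0.077 (permutation p = 8.4e-04, adjusted 0.0034). Against other genes matched on the coverage of the section in 10 classes, an alternative chosen after the data were seen, the differences were 0.10 (permutation p = 0.43), 0.20 (p = 0.020, adjusted 0.082), 0.049 (p = 0.58) and 0.13 (p = 0.17) from the distal upstream to the distal downstream section, so the downstream rises were not beyond matched genes. The paper's Kolmogorov-Smirnov test, computed exactly on the 25 interval values of each section, gave p = 1.6e-04, 0.036, 1.6e-06 and 1.6e-06 from the most distal upstream to the most distal downstream section, all with higher values in the mutant. The same exact test over all 15330 genes gave p = 0.91, 1.9e-11, 0.036 and 1.6e-04, with higher values in the mutant upstream and lower values downstream. On coverage, 49.5%, 72.4%, 37.5% and 58.6% of 1000 random sets of 40 genes had p under 0.05 in the same sections, and 37.7%, 62.5%, 11.6% and 8.3% of the sets did so with higher values in the mutant, the direction of the targets. How often random sets reach p-values as small as those of the targets was not counted. With estimated midpoints, p for the targets was 0.0019, 0.285, 0.078 and 0.015 in the exact test, and 8.6%, 43.9%, 2.3% and 3.6% of 1000 random sets of 91 genes had p under 0.05 in either direction. With the total reads of Additional file 3, the p of the targets was 0.91 in the proximal upstream section. That setting divides coverage by numbers of reads, and isolated fragments were shorter in the mutant (mean 136.7 bp against 148.1 bp). It thus lowers mutant coverage relative to WT, and part of the change may come from the mixed units.
The values moved most when log2 ratios were averaged gene by gene, which counts genes with little WT coverage as much as the others: the difference from the other genes was then -0.15, -1.98, -0.82 and 1.02 in the 4 sections. Among single genes from -500 to -1, *bab1* on 3L had a normalized coverage of 321.4 in WT and 329.8 in the mutant, a log2 ratio of 0.037. The largest falls were in *Met* on X (log2 ratio -0.62), *king-tubby* on 2R (-0.46) and *Alh* on 3R (-0.36). The largest rises were in *Sox102F* on chromosome 4, *HmgD* on 2R and *lola* on 2R, which had no WT coverage there and a mutant coverage of 27.4, 13.1 and 10.9, so that the size of their log2 ratios is set by the pseudocount. In all, 33 of the 40 genes had more normalized coverage in the mutant from -500 to -1, among them 5 with no WT coverage there. The median log2 ratio was 0.64 for the 40 genes and 1.07 for the other genes. Of the other genes, 74.4% were higher in the mutant in the distal and 78.9% in the proximal upstream section. Downstream, 62.4% of the other genes in the proximal and 56.7% in the distal section were also higher in the mutant, although their summed coverage fell. Such counts of genes therefore do not show a rise by themselves. With the file totals, the summed coverage of the other genes did rise upstream, by log2 ratios of 0.071 and 0.16. A rise upstream was in this sense not particular to the targets. From its ranked profiles, the paper reasons that nucleosomes change only upstream, where GAF occupancy is highest, and contrasts this with an earlier study.

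**Figure D2:**
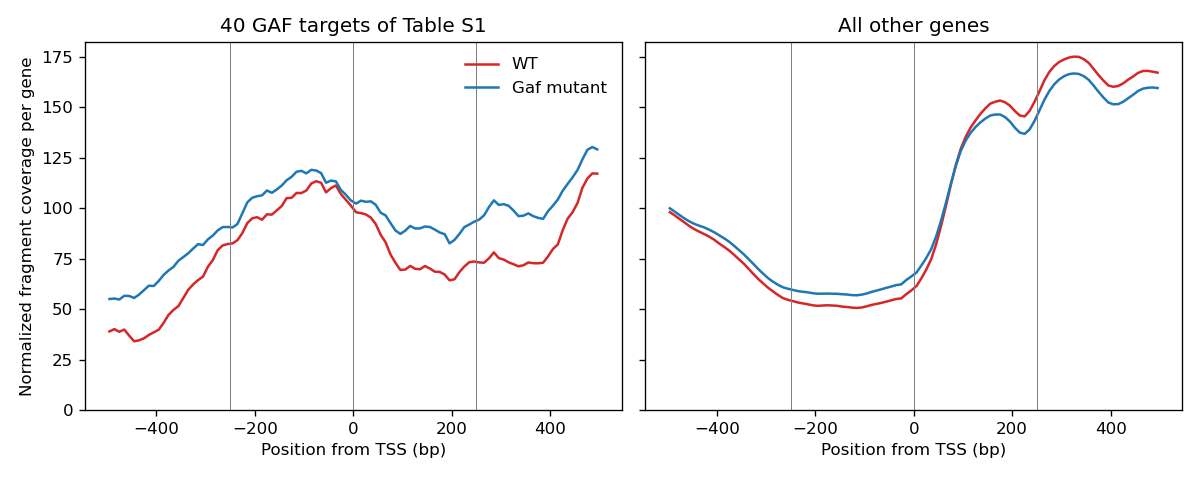
Normalized fragment coverage per gene (y axis) in 10-bp intervals from -500 to +500 of the TSS (x axis, bp) in WT (red) and *Gaf* mutants (blue), for the 40 GAF targets of Table S1 and for the 15290 other genes; gray lines mark the borders of the 4 sections. In the targets the mutant line runs above the WT line in every section; in the other genes it is higher upstream and lower in the distal downstream section.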

In our study, nucleosome perturbation is found only in the upstream region where maximal GAF occupancy is located, while the earlier study has shown that the effect is exerted on more extended region including TSS and further downstream. Since our collections of GAF targets differ by ~50 %, this difference may reflect the selection of different gene pools. It is also worth noting that multiple tissues are used in our study. Thus, the effect we have observed may represent a more general scheme in living organisms.

In addition to NURF, our study shows that NELF and BAB1 are physiologically relevant to GAF’s function. Since NELF can physically interact with GAF and RNA-Pol, GAF may also regulate pausing through recruitment of NELF. However, comparison of the available data suggests that GAF targets overlap only partially with those of NELF or NURF [30, 70] (Additional file 1: Fig. S11). Therefore, GAF may act cooperatively with individual or multiple factors, depending upon specific targets. Furthermore, earlier studies suggest that BAB1 and GAF share a common interacting protein, TAF3, a component of TFIID essential for the assembly of the pre-initiation complex [71, 72]. Our findings that BAB1 binding sites are enriched specifically in rank IV genes and that there is a strong genetic interaction between *bab1* and *Gaf* mutants support cooperation between GAF and BAB1 in controlling transcriptional pausing. These results clearly show that the upstream region of GAF targets is intrinsically prone to nucleosome assembly, resulting in promoter occlusion. By its ability to trigger nucleosome re-organization, GAF may facilitate the promoter accessibility, assembly of the basal transcriptional machinery and its transition into initiation (Fig. 7). Subsequently, the activity of pausing factors recruited by GAF may arrest RNA-Pol at the pausing state, awaiting developmental or environmental cues. Thus, GAF appears to act as a central player of this regulatory circuitry.

**Fig. 7:**
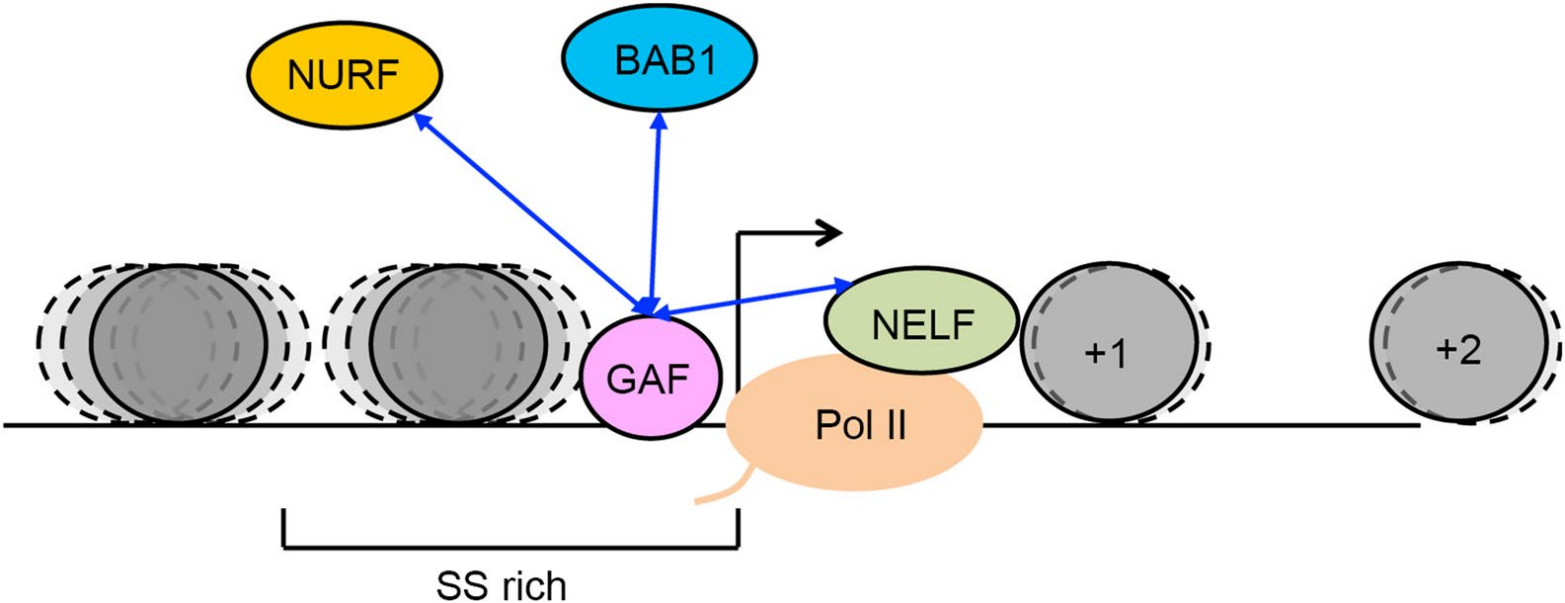
Proposed model for GAF-mediated transcriptional pausing. Genes with high SS-dinucleotide contents around and upstream of the TSS are occupied by much higher levels of upstream nucleosomes (*dark circle*) than others. This organization prevents the loading and assembly of the transcriptional complex. The occupancy of GAF results in the recruitment and cooperative interactions with NURF, NELF and BAB1 to facilitate local nucleosome remodeling and provide accessible space for the assembly of the transcriptional complex and subsequently triggers its transition to the paused state

## Conclusion

We present cytogenetic, transcriptomic, chromatin landscaping and nucleosome profiling studies on transcriptional pausing of *Hsp70* and whole genome to understand the role of a *Drosophila* upstream binding factor, GAF. Our studies show that depletion of GAF results in global reduction of gene expression, reduced transcriptional pausing of genes that normally have high levels of GAF occupancy. These genes appear to be enriched for sequences that favor nucleosome occupancy in the upstream region. The binding of GAF in these genes and its cooperative interactions with factors involved in nucleosome remodeling and RNA-Pol pausing relieve constraints imposed by nucleosome occupancy, enabling these promoters more permissive for the progression of early transcriptional processes and poised for subsequent induction. Our results support a pivotal role of GAF in a regulatory circuitry. It provides the first mechanistic illustration for regulation of transcriptional pausing by an upstream factor in an animal model.

## Methods

### Fly preparation

All flies were raised in standard media at 25 °C. *Gaf*^*13C#3*^ carrying *st cu sr e* ca markers was derived from recombination between *Trl*^*13C*^ [36] and a standard *ru cu* ca strain. *Gaf*^*DH34*^ was generated from *EP*^*3184*^ (Szeged Stock Centre) by immobilization of the P-element. *Nelf*-*A*^*KG09483*^, *Nelf*-*E*^*EY07065*^, *Df(3L)bab*^*Ar07*^, *Mad*^*12*^ and *ru cu* ca were obtained from Bloomington Stock Centre. *w; P*{*GawB*}*Cdk9*^*NP0727*^*/CyO* was from Drosophila Genetic Resource Center. *E(bx)*^*Nurf301*−*9*^ and *Su(var)3*-*7*^*14*^ were obtained from P. Badenhorst and P. Spierer, respectively.

### Antibody and immunoblotting

GST-GAF-N was constructed by inserting a GAF N-terminal fragment (1–1089 nucleotides of ORF) into pGST5X-1 (Novagen). Bacterial fusion protein induced in strain BL21 (DE3) was gel-purified and used for immunization in rabbits by standard protocols [73]. After pre-absorption with GST extracts, the antibody was affinity-purified, using GST-GAF-M fusion protein containing the middle part of GAF (253–1352 nucleotides of ORF). For immunoblotting, imaginal tissues from WT and *Gaf* mutant larvae were lysed in SDS–urea buffer [73]. Extracts were separated on 10 % SDS-PAGE, blotted onto nitrocellulose filters and detected by antibodies against GAF, α-tubulin (Sigma, T9026), RNA-Pol including ARNA3 (Merck Millipore, CBL221), CTD Hypo-p (8wg16) (Covance, MMS-126R), Ser-5p (H14) (Covance, MMS-134R), Ser-2p (H5) (Covance, MMS-129R).

### Polytene chromosome staining

Three pairs of salivary glands were isolated from third-instar larvae raised at 25 °C or treated for 30 min at 37 °C before dissection. Polytene chromosomes prepared from squashed glands were stained according to previously described procedures [74, 75]. Primary antibodies were used at the following dilutions: GAF, 1:500; BEAF-32, 1:50 (Developmental Studies Hybridoma Bank); RNA-Pol 8wg16, H14, H5, all 1:20; Rpb3, 1:100 (a gift from Dr. J. T. Lis). Secondary antibodies were used at 1:100 dilution for Cy5-conjugated goat anti-rabbit IgG (Jackson ImmunoResearch, 111-175-144), rhodamine-conjugated goat anti-mouse IgM (Jackson ImmunoResearch, 715-595-140), Alexa 488 goat anti-mouse IgG1 (Molecular Probes, A21202), Alexa 633 goat anti-mouse IgG2a antibodies (Molecular Probes, A21105). DNA was stained with Hoechst 33258 (0.25 mg/ml) (Polysciences, 09460). The fluorescent staining was detected by Zeiss LSM 510 confocal microscope.

### ChIP analysis for *Hsp70*

Thirty WT or mutant third-instar larvae were dissected in *Drosophila* M3 medium (Sigma); anterior-most parts containing imaginal disks, nerve cords and salivary glands (referred to as imaginal tissues throughout) were collected. For heat-shock samples, tissue samples were processed according to published procedures [76] and then incubated at 37 °C for 5 min. Tissues were fixed for 20 min in 1 % paraformaldehyde and quenched by 0.125 M glycine. After three washes in TBS (10 mM Tris–HCl, pH 8.0 and 150 mM NaCl), fixed tissues were suspended in 0.5 ml of lysis buffer (Upstate) and then sheared by Bioruptor (Diagenode). A 0.1-ml aliquot was used for each immunoprecipitation assay with different antibodies or pre-immune serum according to the vendor’s protocol (Upstate). The amount of antibodies used in these assays was as follows: Ser-5p, 15 μL; Ser-2p, 25 μL; Hypo-p, 5 μL; GAF, 2.5 μL. Two percent of immunoprecipitated DNA or input DNA was subjected to qPCRs for 35 cycles. PCR primers are listed in Additional file 2: Tables S2, 3.

### Microarray analyses

Total RNA was extracted from imaginal tissues of WT or mutant third-instar larvae by TRIzol (Invitrogen), treated with RNase-free DNase I (Worthington) and purified by RNeasy kit (Qiagen) according to the vendors’ protocols. Microarray analysis was conducted by our in-house Microarray Core Facility (http://www.imb.sinica.edu.tw/mdarray/index.html). Briefly, cDNA was synthesized from 15 μg RNA and labeled with Alexa Fluor 555 (WT) or Alexa Fluor 647 (mutant) using a SuperScript Indirect cDNA Labeling System (Invitrogen). Labeled probes prepared from three samples were independently hybridized to a Drosophila Gene Expression Microarray (Agilent 4 × 44 K) containing 37,536 oligonucleotide probes, according to the manufacturer’s protocol. Microarrays were scanned on an Agilent G2565CA scanner and quantified using Feature Extraction software (FE version 10.5.1.1.1) for background subtraction and LOWESS normalization. GeneSpring GX11.5 analysis software (Agilent) was used for further analysis. Average values from triplicate sets were filtered on a Volcano plot, and an entity list was collected from probes with significant expression in WT samples (signal intensity > 100, *p* < 0.05).

### ChIP-sequencing

Chromatin samples from WT and mutant larvae were prepared as described above. Immunoprecipitation was performed with affinity-purified antibodies against GAF or Rpb3. ChIP and input DNA samples were processed using an Illumina ChIP-Seq DNA Sample Prep kit (Illumina). After ligation to adaptors, DNA samples were amplified by PCR without size selections. Sequencing was performed on an Illumina Genome Analyzer IIx for 40 bp read length by the Biofuel High Throughput Sequencing Core Facility (Institute of Biodiversity Research Center, Academia Sinica, Taiwan).

### MNase sequencing

MNase-digested chromatin was prepared as described previously with some modifications [23, 77, 78]. After fixation, imaginal tissues were resuspended in 1 ml buffer A (300 mM sucrose, 2 mM Mg acetate, 3 mM CaCl_2_, 10 mM Tris pH 8, 0.1 % Triton X-100 and 0.5 mM DTT), for 60 larvae and homogenized in a Dounce homogenizer (tight pestle, Wheaton). Nuclei were collected by centrifugation at 4 °C, 720 *g* for 5 min, washed by buffer A and washed in buffer D (50 mM Tris–HCl pH 8, 25 % glycerol, 5 mM Mg acetate, 0.1 mM EDTA and 5 mM DTT). Nuclei were resuspended in buffer MN (15 mM Tris–HCl pH 8.5, 60 mM KCl, 15 mM NaCl, 0.5 mM DTT, 0.25 M sucrose and 3 mM CaCl_2_). Two hundred microliter of chromatin was digested with 20U of MNase (Worthington) for 3 h at 25 °C. Gel-purified DNA fragments ranging from 100 to 200 bp were then subjected to pair-end sequencing by an Illumina Genome Analyzer IIx.

Details of bioinformatic analyses are presented in Additional file 3.

## Additional files

10.1186/s13072-016-0082-4 **Figure S1.** Analyses of RNA-Pol in Gaf mutants. **Figure S2.** RNA-Pol Hypo-p and Ser-2p are not affected by GAF on polytene chromosomes. **Figure S3.** Comparison of GAF target genes identified in different reports. **Figure S4.** Verification of gene expression by microarray studies. **Figure S5.** Procedures of statistical analyses of GAF and RNA-Pol ChIP-seq data. **Figure S6.** The abundance of different GAF binding motifs among targets. **Figure S7.** Reduction promoterproximal RNA-Pol in the Gaf mutant. **Figure S8.** Comparison of paused genes identified in different reports. **Figure S9.** Comparion of nucleosome profiles. **Figure S10.** Analyses of GAF’s effects on eye development. **Figure S11.** Comparison of target genes for GAF, NELF and NURF.
10.1186/s13072-016-0082-4 **Table S1.** Putative transcription factors identified in GAF target genes. **Table S2.** PCR primers used for ChIP analysis of *Hsp70*. **Table S3.** Primers used for RT-qPCR.
10.1186/s13072-016-0082-4 Supplementary Methods.

## Abbreviations

GAF: GAGA factor
RNA-Pol: RNA polymerase II
*Hsp70*: *heat shock 70*
MNase: micrococcal nuclease
NURF: nucleosome remodeling factor
NELF: negative elongation factor
bab1: *bric a brac 1*
Hypo-p: hypo-phosphorylated serine residues on C-terminal heptad repeats of Rpb1
Ser-5p: hyper-phosphorylated serine 5 residues on C-terminal heptad repeats of Rpb1
Ser-2p: hyper-phosphorylated serine 2 residues on C-terminal heptad repeats of Rpb1
DSIF: DRB sensitivity-inducing factor
FACT: facilitates chromatin transcription
*Trl*: *trithorax*-*like*
BEAF-32: boundary element-associated factor of 32kD
*dpp*: *decapentaplegic*
PICS program: Probabilistic inference for ChIP-Seq
MEME: Multiple EM for Motif Elicitation
DAVID: Database for Annotation, Visualization and Integrated Discovery
P-TEFb: positive transcription elongation factor b
*Mad*: *mothers against dpp*
*Su(var)3*-*7*: suppressor of variegation 3–7

## References

[1] Fuda NJ, Ardehali MB, Lis JT (2009). Defining mechanisms that regulate RNA polymerase II transcription in vivo. Nature.

[2] Thomas MC, Chiang C-M (2006). The general transcription machinery and general cofactors. Crit Rev Biochem Mol Biol.

[3] Rougvie AE, Lis JT (1990). Postinitiation transcriptional control in Drosophila melanogaster. Mol Cell Biol.

[4] Krumm A, Meulia T, Brunvand M, Groudine M (1992). The block to transcriptional elongation within the human c-myc gene is determined in the promoter-proximal region. Genes Dev.

[5] Plet A, Eick D, Blanchard JM (1995). Elongation and premature termination of transcripts initiated from c-fos and c-myc promoters show dissimilar patterns. Oncogene.

[6] Strobl LJ, Eick D (1992). Hold back of RNA polymerase II at the transcription start site mediates down-regulation of c-myc in vivo. EMBO J.

[7] Nechaev S, Fargo DC, dos Santos G, Liu L, Gao Y, Adelman K (2010). Global analysis of short RNAs reveals widespread promoter-proximal stalling and arrest of Pol II in Drosophila. Science.

[8] Guenther MG, Levine SS, Boyer LA, Jaenisch R, Young RA (2007). A chromatin landmark and transcription initiation at most promoters in human cells. Cell.

[9] Zeitlinger J, Stark A, Kellis M, Hong J-W, Nechaev S, Adelman K, Levine M, Young RA (2007). RNA polymerase stalling at developmental control genes in the Drosophila melanogaster embryo. Nat Genet.

[10] Min IM, Waterfall JJ, Core LJ, Munroe RJ, Schimenti J, Lis JT (2011). Regulating RNA polymerase pausing and transcription elongation in embryonic stem cells. Genes Dev.

[11] Kim TH, Barrera LO, Zheng M, Qu C, Singer MA, Richmond TA, Wu Y, Green RD, Ren B (2005). A high-resolution map of active promoters in the human genome. Nature.

[12] Levine M (2011). Paused RNA polymerase II as a developmental checkpoint. Cell.

[13] Adelman K, Lis JT (2012). Promoter-proximal pausing of RNA polymerase II: emerging roles in metazoans. Nat Rev Genet.

[14] Zhou Q, Li T, Price DH (2012). RNA polymerase II elongation control. Annu Rev Biochem.

[15] Phatnani HP, Greenleaf AL (2006). Phosphorylation and functions of the RNA polymerase II CTD. Genes Dev.

[16] Yamaguchi Y, Takagi T, Wada T, Yano K, Furuya A, Sugimoto S, Hasegawa J, Handa H (1999). NELF, a multisubunit complex containing RD, cooperates with DSIF to repress RNA polymerase II elongation. Cell.

[17] Wada T, Takagi T, Yamaguchi Y, Ferdous A, Imai T, Hirose S, Sugimoto S, Yano K, Hartzog GA, Winston F (1998). DSIF, a novel transcription elongation factor that regulates RNA polymerase II processivity, is composed of human Spt4 and Spt5 homologs. Genes Dev.

[18] Cheng B, Price DH (2007). Properties of RNA polymerase II elongation complexes before and after the P-TEFb-mediated transition into productive elongation. J Biol Chem.

[19] Price DH (2000). P-TEFb, a cyclin-dependent kinase controlling elongation by RNA polymerase II. Mol Cell Biol.

[20] Kwak H, Lis JT (2013). Control of transcriptional elongation. Annu Rev Genet.

[21] Wu CH, Yamaguchi Y, Benjamin LR, Horvat-Gordon M, Washinsky J, Enerly E, Larsson J, Lambertsson A, Handa H, Gilmour D (2003). NELF and DSIF cause promoter proximal pausing on the hsp70 promoter in Drosophila. Genes Dev.

[22] Hendrix DA, Hong J-W, Zeitlinger J, Rokhsar DS, Levine MS (2008). Promoter elements associated with RNA Pol II stalling in the Drosophila embryo. Proc Natl Acad Sci.

[23] Gilchrist DA, Dos Santos G, Fargo DC, Xie B, Gao Y, Li L, Adelman K (2010). Pausing of RNA polymerase II disrupts DNA-specified nucleosome organization to enable precise gene regulation. Cell.

[24] Rach EA, Winter DR, Benjamin AM, Corcoran DL, Ni T, Zhu J, Ohler U (2011). Transcription initiation patterns indicate divergent strategies for gene regulation at the chromatin level. PLoS Genet.

[25] Mavrich TN, Jiang C, Ioshikhes IP, Li X, Venters BJ, Zanton SJ, Tomsho LP, Qi J, Glaser RL, Schuster SC (2008). Nucleosome organization in the Drosophila genome. Nature.

[26] Li J, Gilmour DS (2013). Distinct mechanisms of transcriptional pausing orchestrated by GAGA factor and M1BP, a novel transcription factor. EMBO J.

[27] Lehmann M, Siegmund T, Lintermann KG, Korge G (1998). The pipsqueak protein of Drosophila melanogaster binds to GAGA sequences through a novel DNA-binding domain. J Biol Chem.

[28] Soeller WC, Oh CE, Kornberg TB (1993). Isolation of cDNAs encoding the Drosophila GAGA transcription factor. Mol Cell Biol.

[29] Gilchrist DA, Nechaev S, Lee C, Ghosh SKB, Collins JB, Li L, Gilmour DS, Adelman K (2008). NELF-mediated stalling of Pol II can enhance gene expression by blocking promoter-proximal nucleosome assembly. Genes Dev.

[30] Lee C, Li X, Hechmer A, Eisen M, Biggin MD, Venters BJ, Jiang C, Li J, Pugh BF, Gilmour DS (2008). NELF and GAGA factor are linked to promoter-proximal pausing at many genes in Drosophila. Mol Cell Biol.

[31] Benyajati C, Mueller L, Xu N, Pappano M, Gao J, Mosammaparast M, Conklin D, Granok H, Craig C, Elgin S (1997). Multiple isoforms of GAGA factor, a critical component of chromatin structure. Nucleic Acids Res.

[32] Wilkins RC, Lis JT (1997). Dynamics of potentiation and activation: GAGA factor and its role in heat shock gene regulation. Nucl Acids Res.

[33] Greenberg AJ, Schedl P (2001). GAGA factor isoforms have distinct but overlapping functions in vivo. Mol Cell Biol.

[34] Kerrigan LA, Croston GE, Lira LM, Kadonaga JT (1991). Sequence-specific transcriptional antirepression of the Drosophila Kruppel gene by the GAGA factor. J Biol Chem.

[35] Biggin MD, Tjian R (1988). Transcription factors that activate the Ultrabithorax promoter in developmentally staged extracts. Cell.

[36] Farkas G, Gausz J, Galloni M, Reuter G, Gyurkovics H, Karch F (1994). The Trithorax-like gene encodes the Drosophila GAGA factor. Nature.

[37] Adkins NL, Hagerman TA, Georgel P (2006). GAGA protein: a multi-faceted transcription factor. Biochem Cell Biol.

[38] Tsukiyama T, Wu C (1995). Purification and properties of an ATP-dependent nucleosome remodeling factor. Cell.

[39] Shimojima T, Okada M, Nakayama T, Ueda H, Okawa K, Iwamatsu A, Handa H, Hirose S (2003). Drosophila FACT contributes to Hox gene expression through physical and functional interactions with GAGA factor. Genes Dev.

[40] Fuda NJ, Guertin MJ, Sharma S, Danko CG, Martins AL, Siepel A, Lis JT (2015). GAGA factor maintains nucleosome-free regions and has a role in RNA polymerase II recruitment to promoters. PLoS Genet.

[41] Vazquez M, Moore L, Kennison JA (1999). The trithorax group gene osa encodes an ARID-domain protein that genetically interacts with the brahma chromatin-remodeling factor to regulate transcription. Development.

[42] Brown JL, Fritsch C, Mueller J, Kassis JA (2003). The Drosophila pho-like gene encodes a YY1-related DNA binding protein that is redundant with pleiohomeotic in homeotic gene silencing. Development.

[43] Lis J (1998). Promoter-associated pausing in promoter architecture and postinitiation transcriptional regulation. Cold Spring Harb Symp Quant Biol.

[44] Zhao K, Hart CM, Laemmli UK (1995). Visualization of chromosomal domains with boundary element-associated factor BEAF-32. Cell.

[45] Gerasimova TI, Corces VG (1996). Boundary and insulator elements in chromosomes. Curr Opin Genet Dev.

[46] Gilmour DS, Lis JT (1986). RNA polymerase II interacts with the promoter region of the noninduced hsp70 gene in Drosophila melanogaster cells. Mol Cell Biol.

[47] Brookes E, Pombo A (2009). Modifications of RNA polymerase II are pivotal in regulating gene expression states. EMBO Rep.

[48] Krämer A, Haars R, Kabisch R, Will H, Bautz FA, Bautz EKF (1980). Monoclonal antibody directed against RNA polymerase II of Drosophila melanogaster. Mol Gen Genet.

[49] Zhang X, Robertson G, Krzywinski M, Ning K, Droit A, Jones S, Gottardo R (2011). PICS: probabilistic inference for ChIP-seq. Biometrics.

[50] Machanick P, Bailey TL (2011). MEME-ChIP: motif analysis of large DNA datasets. Bioinformatics.

[51] van Steensel B, Delrow J, Bussemaker HJ (2003). Genomewide analysis of Drosophila GAGA factor target genes reveals context-dependent DNA binding. Proc Natl Acad Sci USA.

[52] Negre N, Brown CD, Ma L, Bristow CA, Miller SW, Wagner U, Kheradpour P, Eaton ML, Loriaux P, Sealfon R (2011). A cis-regulatory map of the Drosophila genome. Nature.

[53] Oh H, Slattery M, Ma L, Crofts A, White KP, Mann RS, Irvine KD (2013). Genome-wide association of yorkie with chromatin and chromatin-remodeling complexes. Cell Rep.

[54] Huang DW, Sherman BT, Lempicki RA (2008). Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protocols.

[55] Huang DW, Sherman BT, Lempicki RA (2009). Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res.

[56] Blanch M, Piñeyro D, Bernués J (2015). New insights for Drosophila GAGA factor in larvae. R Soc Open Sci.

[57] Adelman K, Marr MT, Werner J, Saunders A, Ni Z, Andrulis ED, Lis JT (2005). Efficient release from promoter-proximal stall sites requires transcript cleavage factor TFIIS. Mol Cell.

[58] Muse GW, Gilchrist DA, Nechaev S, Shah R, Parker JS, Grissom SF, Zeitlinger J, Adelman K (2007). RNA polymerase is poised for activation across the genome. Nat Genet.

[59] Gaertner B, Johnston J, Chen K, Wallaschek N, Paulson A, Garruss AS, Gaudenz K, De Kumar B, Krumlauf R, Zeitlinger J (2012). Poised RNA polymerase II changes over developmental time and prepares genes for future expression. Cell Reports.

[60] Mavrich TN, Ioshikhes IP, Venters BJ, Jiang C, Tomsho LP, Qi J, Schuster SC, Albert I, Pugh BF (2008). A barrier nucleosome model for statistical positioning of nucleosomes throughout the yeast genome. Genome Res.

[61] Jiang C, Pugh BF (2009). A compiled and systematic reference map of nucleosome positions across the Saccharomyces cerevisiae genome. Genome Biol.

[62] Kaplan N, Moore IK, Fondufe-Mittendorf Y, Gossett AJ, Tillo D, Field Y, LeProust EM, Hughes TR, Lieb JD, Widom J, Segal E (2009). The DNA-encoded nucleosome organization of a eukaryotic genome. Nature.

[63] Ohler U, Liao G-C, Niemann H, Rubin G (2002). Computational analysis of core promoters in the Drosophila genome. Genome Biol.

[64] Zabidi MA, Arnold CD, Schernhuber K, Pagani M, Rath M, Frank O, Stark A (2015). Enhancer-core-promoter specificity separates developmental and housekeeping gene regulation. Nature.

[65] Engström PG, Ho Sui SJ, Drivenes Ø, Becker TS, Lenhard B (2007). Genomic regulatory blocks underlie extensive microsynteny conservation in insects. Genome Res.

[66] Spierer A, Begeot F, Spierer P, Delattre M (2008). SU(VAR)3-7 links heterochromatin and dosage compensation in Drosophila. PLoS Genet.

[67] Adryan B, Teichmann SA (2006). FlyTF: a systematic review of site-specific transcription factors in the fruit fly Drosophila melanogaster. Bioinformatics.

[68] Li J, Liu Y, Rhee HS, Ghosh SK, Bai L, Pugh BF, Gilmour DS (2013). Kinetic competition between elongation rate and binding of NELF controls promoter-proximal pausing. Mol Cell.

[69] Lee H, Kraus KW, Wolfner MF, Lis JT (1992). DNA sequence requirements for generating paused polymerase at the start of hsp70. Genes Dev.

[70] Kwon SY, Xiao H, Glover BP, Tjian R, Wu C, Badenhorst P (2008). The nucleosome remodeling factor (NURF) regulates genes involved in Drosophila innate immunity. Dev Biol.

[71] Pointud J-C, Larsson J, Dastugue B, Couderc J-L (2001). The BTB/POZ domain of the regulatory proteins Bric à brac 1 (BAB1) and Bric à brac 2 (BAB2) Interacts with the Novel Drosophila TAFII factor BIP2/dTAFII155. Dev Biol.

[72] Chopra VS, Srinivasan A, Kumar RP, Mishra K, Basquin D, Docquier M, Seum C, Pauli D, Mishra RK (2008). Transcriptional activation by GAGA factor is through its direct interaction with dmTAF3. Dev Biol.

[73] Chang Y-L, King B, Lin S-C, Kennison JA, Huang D-H (2007). A double-bromodomain protein, FSH-S, activates the homeotic gene ultrabithorax through a critical promoter-proximal region. Mol Cell Biol.

[74] Johansen KM, Cai W, Deng H, Bao X, Zhang W, Girton J, Johansen J (2009). Polytene chromosome squash methods for studying transcription and epigenetic chromatin modification in Drosophila using antibodies. Methods.

[75] Huang D-H, Chang Y-L, Yang C-C, Pan IC, King B (2002). pipsqueak encodes a factor essential for sequence-specific targeting of a polycomb group protein complex. Mol Cell Biol.

[76] Fuda NJ, Buckley MS, Wei W, Core LJ, Waters CT, Reinberg D, Lis JT (2012). Fcp1 dephosphorylation of the RNA polymerase II C-terminal domain is required for efficient transcription of heat shock genes. Mol Cell Biol.

[77] Gilchrist DA, Fargo DC, Adelman K (2009). Using ChIP-chip and ChIP-seq to study the regulation of gene expression: genome-wide localization studies reveal widespread regulation of transcription elongation. Methods.

[78] Petesch SJ, Lis JT (2008). Rapid, transcription-independent loss of nucleosomes over a large chromatin domain at Hsp70 Loci. Cell.

# Supplementary material for: GAGA factor, a positive regulator of global gene expression, modulates transcriptional pausing and organization of upstream nucleosomes
**Source:** Epigenetics Chromatin. 2016 Jul 27;9:32. doi: 10.1186/s13072-016-0082-4
**Supplement:** Supplementary file 1 — 10.1186/s13072-016-0082-4 Figure S1. Analyses of RNA-Pol in Gaf mutants. Figure S2. RNA-Pol Hypo-p and Ser-2p are not affected by GAF on polytene chromosomes. Figure S3. Comparison of GAF target genes identified in different reports. Figure S4. Verification of gene expression by microarray studies. Figure S5. Procedures of statistical analyses of GAF and RNA-Pol ChIP-seq data. Figure S6. The abundance of different GAF binding motifs among targets. Figure S7. Reduction promoterproximal RNA-Pol in the Gaf mutant. Figure S8. Comparison of paused genes identified in different reports. Figure S9. Comparion of nucleosome profiles. Figure S10. Analyses of GAF’s effects on eye development. Figure S11. Comparison of target genes for GAF, NELF and NURF.

**Figure S1**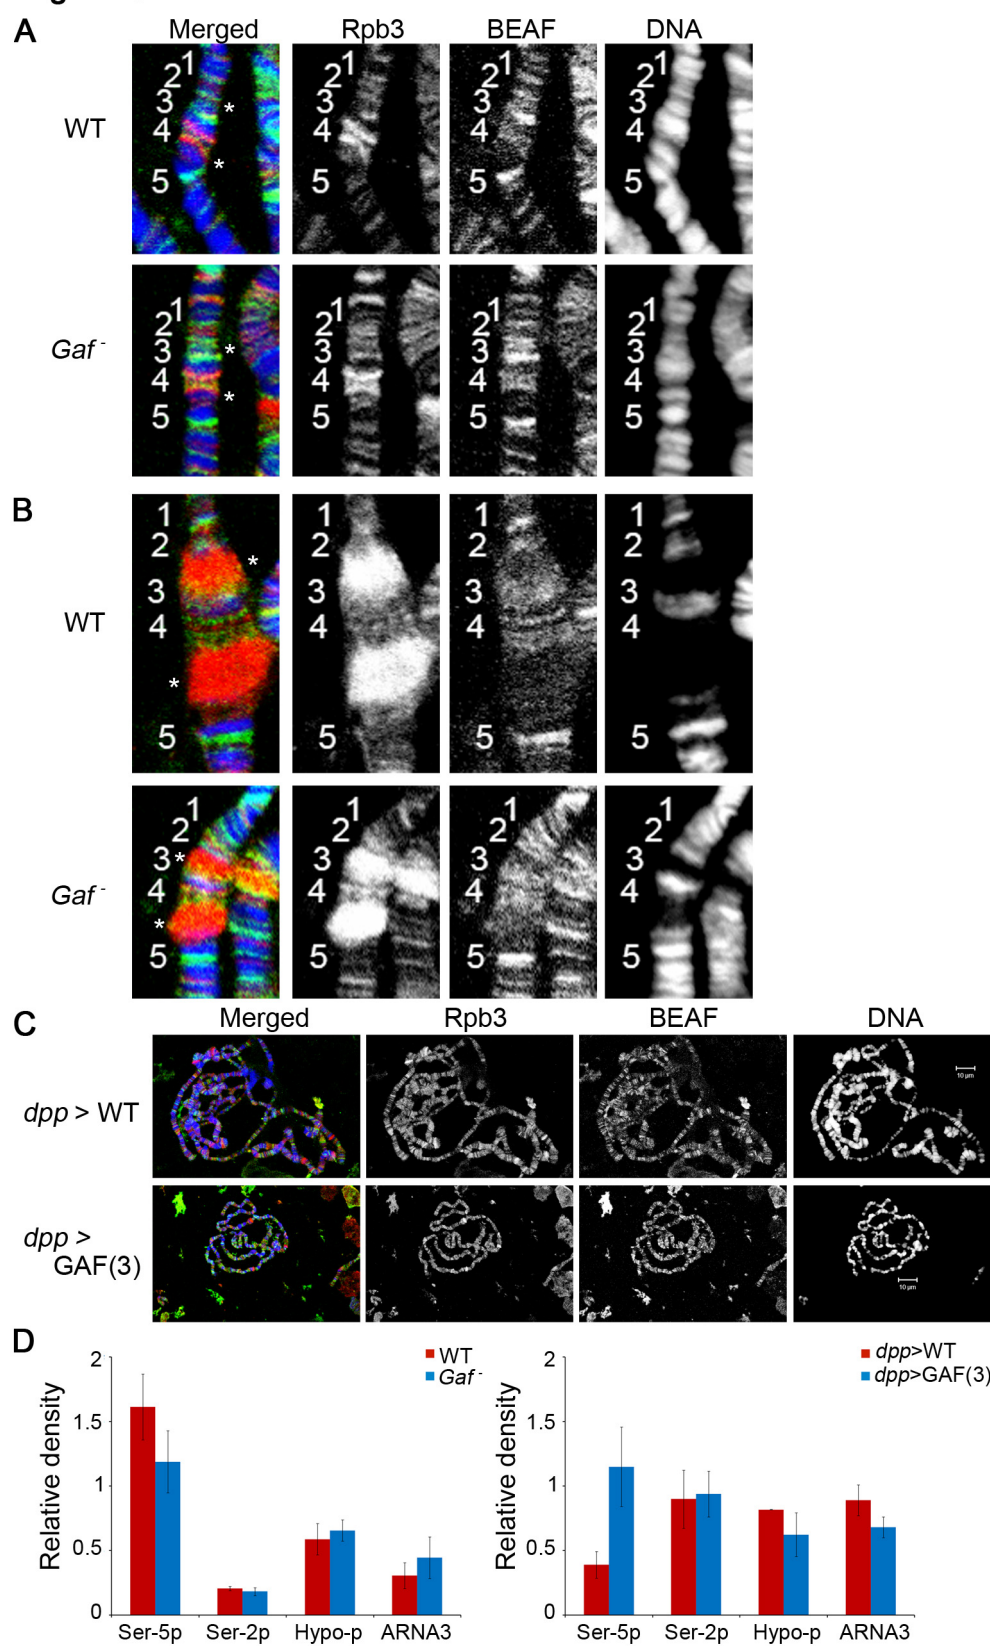**Figure S1.** Analyses of RNA-Pol in *Gaf* mutants.

A-C. Cytogenetic studies of total RNA-Pol at *Hsp70* loci. Polytene chromosomes prepared from the following samples were co-stained with antibodies against Rpb3 (red) and BEAF-32 (green): WT and mutants before (A), after 5-min heat shock (B), and *dpp* > WT or *dpp* > GAF(3) (C). The markings of the region from 87A to 87C is described in Fig. 1D-F.

D. Quantitation of different RNA-Pol isoforms. Immunoblots shown in Fig 2C were quantified. The relative abundance of each RNA-Pol isoform was adjusted with that of  $\alpha$ -tubulin. The bar graphs show the averages of triplicate experiments.

Figure S2

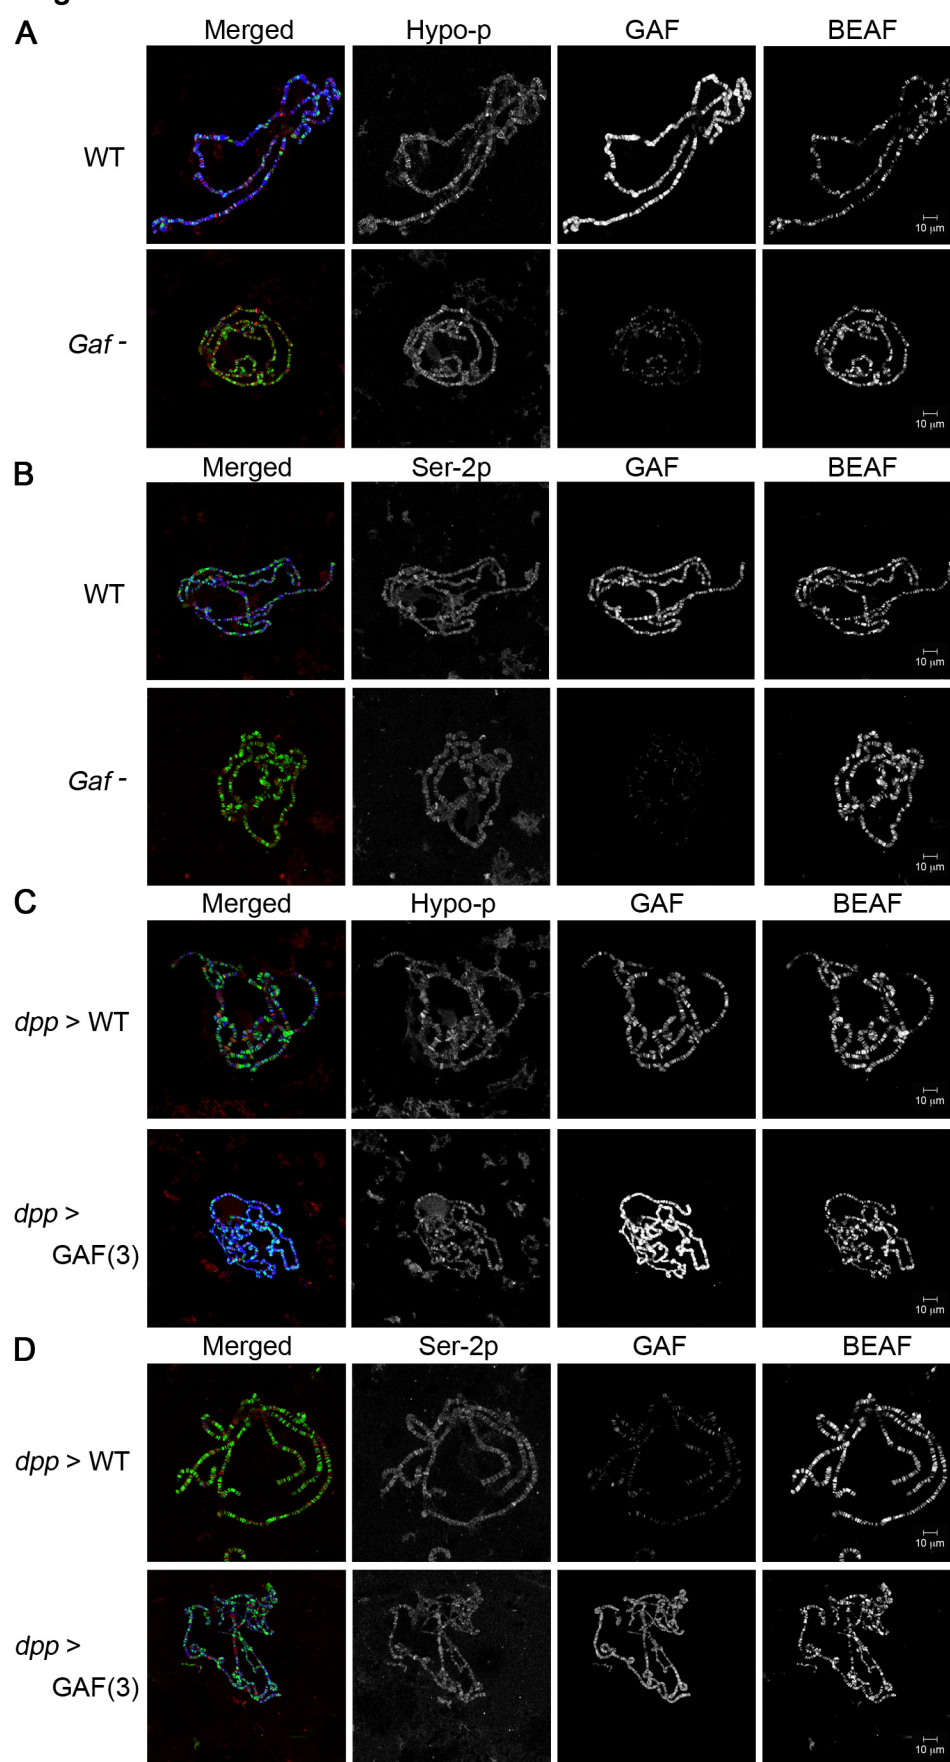

**Figure S2.** RNA-Pol Hypo-p and Ser-2p are not affected by GAF on polytene chromosomes.

Polytene chromosomes from the WT and *Gaf* mutant (A, B) or from *dpp* > WT and *dpp* > GAF(3) lines (C, D) were co-stained with RNA-Pol Hypo-p (A, C) or Ser-2p antibodies (B, D) (in red), along with GAF (in blue), and BEAF-32 (in green) antibodies. The colors are adjusted to the grey scale for individual panels as in Fig. 1D-F.

**Figure S3**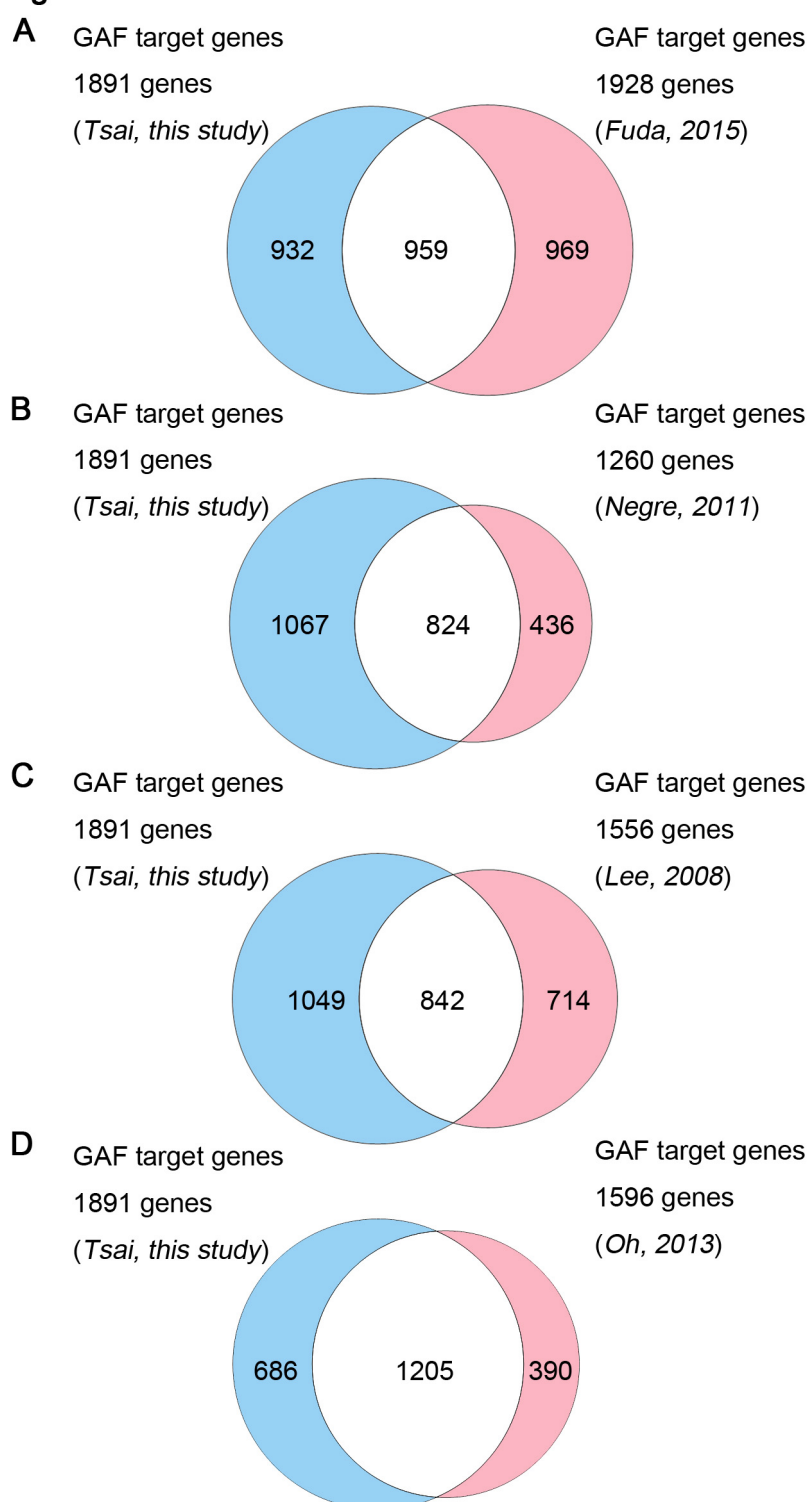**Figure S3.** Comparison of GAF target genes identified in different reports.

The collection of each dataset is represented as a Venn diagram. GAF target genes identified in our study (blue) are compared with the collection identified earlier

(pink) by Fuda *et al.*, 2015 (A), Negre *et al.*, 2011 (B, dataset for 16-24 hr embryo), Lee *et al.*, 2008 (C), or Oh *et al.*, 2013 (D). Common targets are shown in white.

**Figure S4**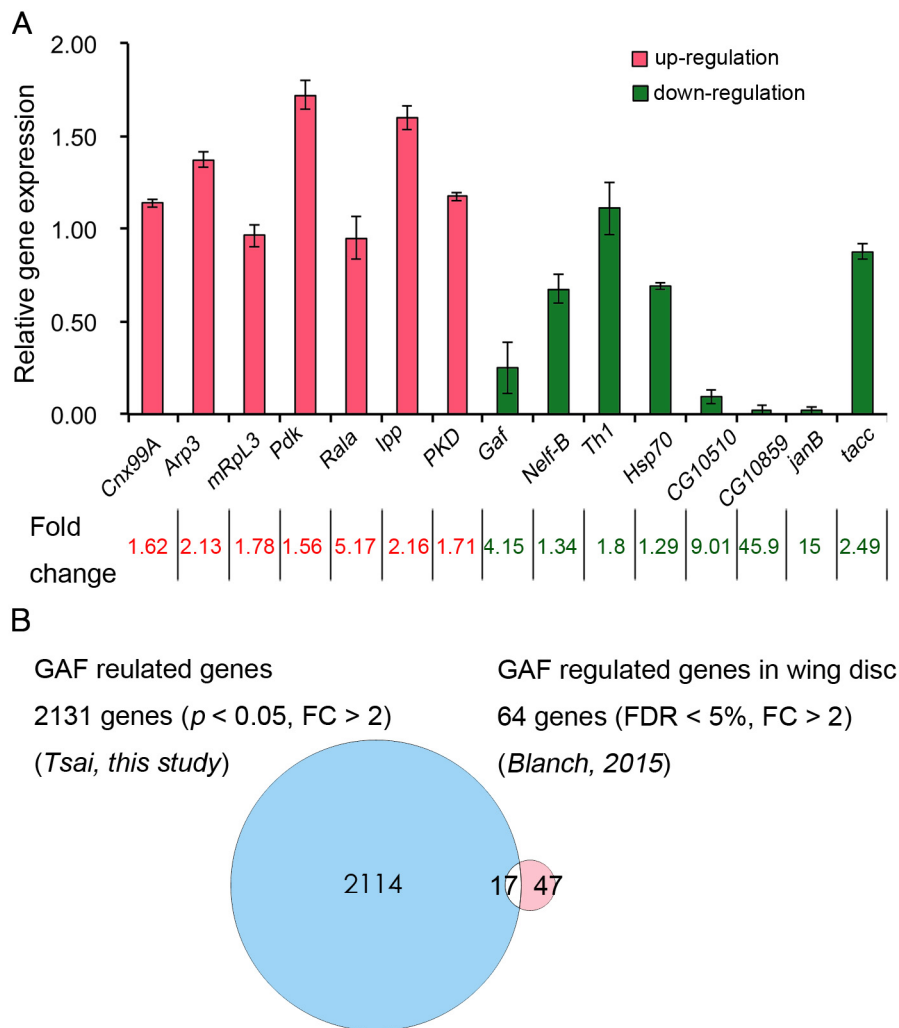**Figure S4.** Verification of gene expression by microarray studies.

A. RT-qPCR was performed to verify the change in RNA level observed in microarray experiments. RNAs from WT and mutant samples were reverse-transcribed, and the amounts of cDNAs were determined by qPCR. The expression level of 7 up-regulated (red bar) and 8 down-regulated genes (green bar) was calibrated with that of actin. The relative gene expression represents the ratio between mutant and WT samples for each gene. The fold change observed in microarray studies is shown below. The average of triplicate qPCR experiments is shown.

B. Comparison of gene expression data. GAF-regulated genes identified in our study (blue) are compared with the collection identified earlier (pink) by Blanch *et al.*, 2015. Common targets are shown in white.

**Figure S5**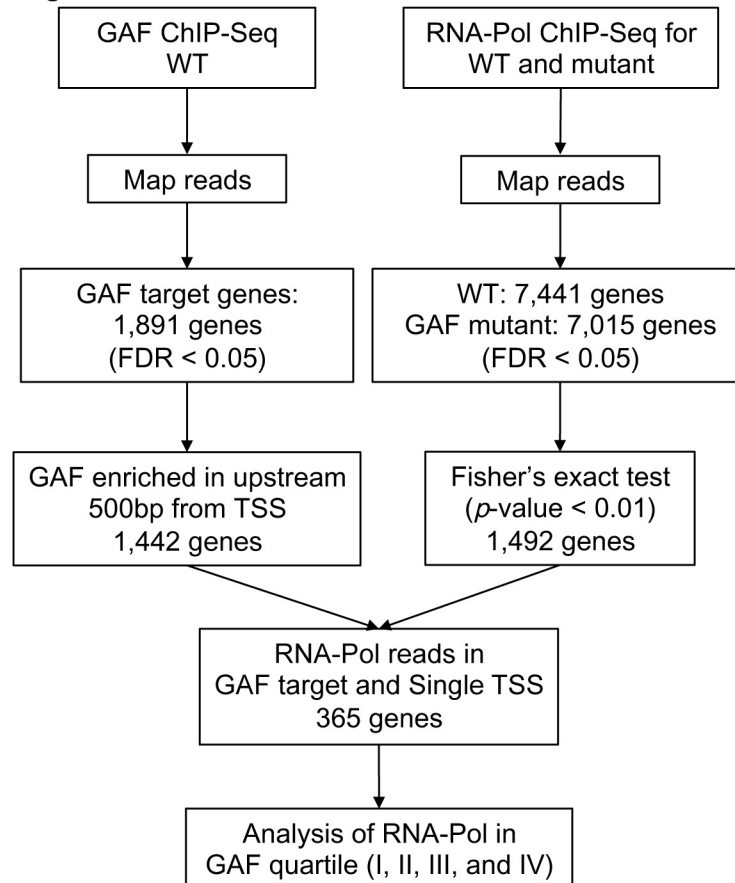**Figure S5.** Procedures of statistical analyses of GAF and RNA-Pol ChIP-seq data.

Raw reads from ChIP-seq were mapped to the fly genome and then selected according to their statistical values ( $\text{FDR} < 0.05$ ), yielding 1891 genes with GAF peaks and ~7000 genes (7441 and 7015 genes in the WT and mutant, respectively) with RNA-Pol. Further selection was conducted to identify those with enriched GAF peaks ( $> 2$ -fold over input) in the 500 bp upstream region, yielding 1442 GAF target genes. Independently, 1492 genes with significant amounts of RNA-Pol in the transcribed region ( $p < 0.01$  in Fisher's exact test) were identified, followed by further selection by three criteria: (1) single TSS, (2) no other gene within 1 kb of TSS, (3) transcribed region larger than 0.8 kb. 365 genes fulfilling both criteria for GAF and RNA-Pol were then subjected to analyses for RNA-Pol density or PI as a whole or in four separate ranks.

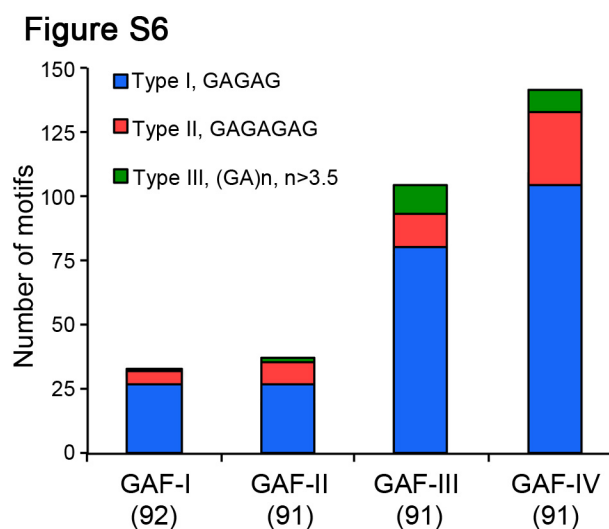

**Figure S6.** The abundance of different GAF binding motifs among targets.

GAF binding motifs are simplified into three major types: Type I, GAGAG (blue); Type II, GAGAGAG (red); Type III, (GA) $n$ ,  $n > 3.5$  (green). The abundance of these motifs is represented by stacked columns. The number of genes in each rank is indicated.

**Figure S7**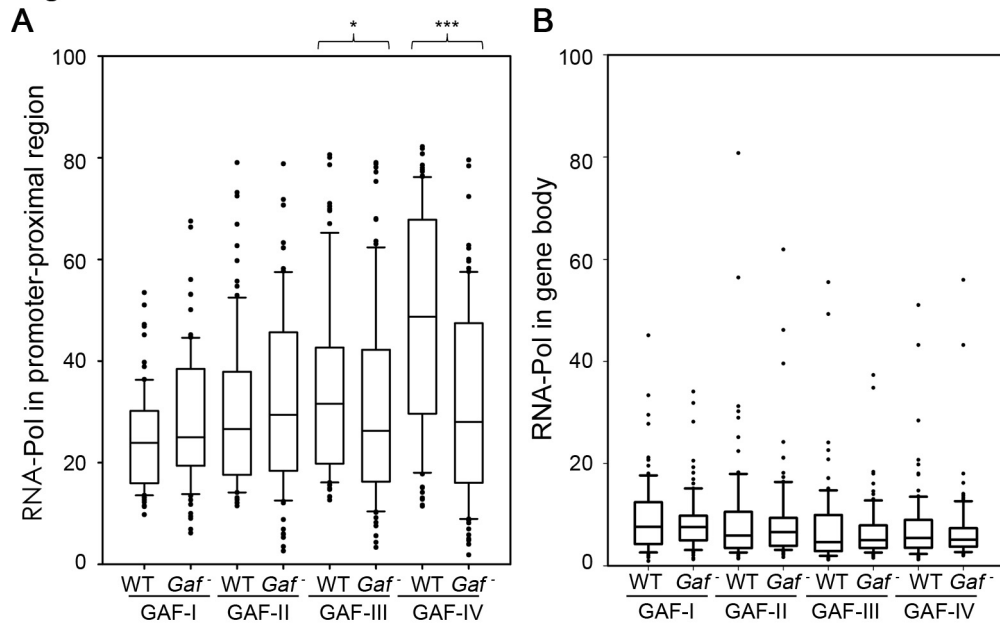**Figure S7.** Reduction promoter-proximal RNA-Pol in the *Gaf* mutant.

RNA-Pol density in the promoter-proximal region (A), or gene body (B) is presented in box plots for each rank of genes in WT and mutants. The whiskers indicate 5% and 95% level of RNA-Pol density for each plot. The outliers are also shown. Statistical significance of differences calculated by Mann-Whitney U test is indicated for ranks III ( $p = 0.035$ , \*) and IV ( $p = 3.93 \times 10^{-7}$ , \*\*\*) for the promoter-proximal region.

**Figure S8**

RNA-Pol with single TSS

Pausing index &gt; 4

970 genes

(Tsai, this study)

Pausing index &gt; 4

1602 genes

(Zeitlinger, 2007)

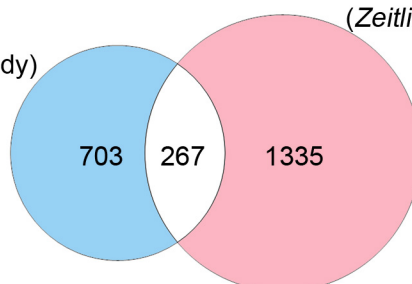

**Figure S8.** Comparison of paused genes identified in different reports.

Genes with a pausing index higher than 4 were selected from our collection (blue) and from Zeitlinger *et al.*, 2007 (pink). Paused genes represented in the Venn diagram are compared. Common targets are shown in white.

**Figure S9**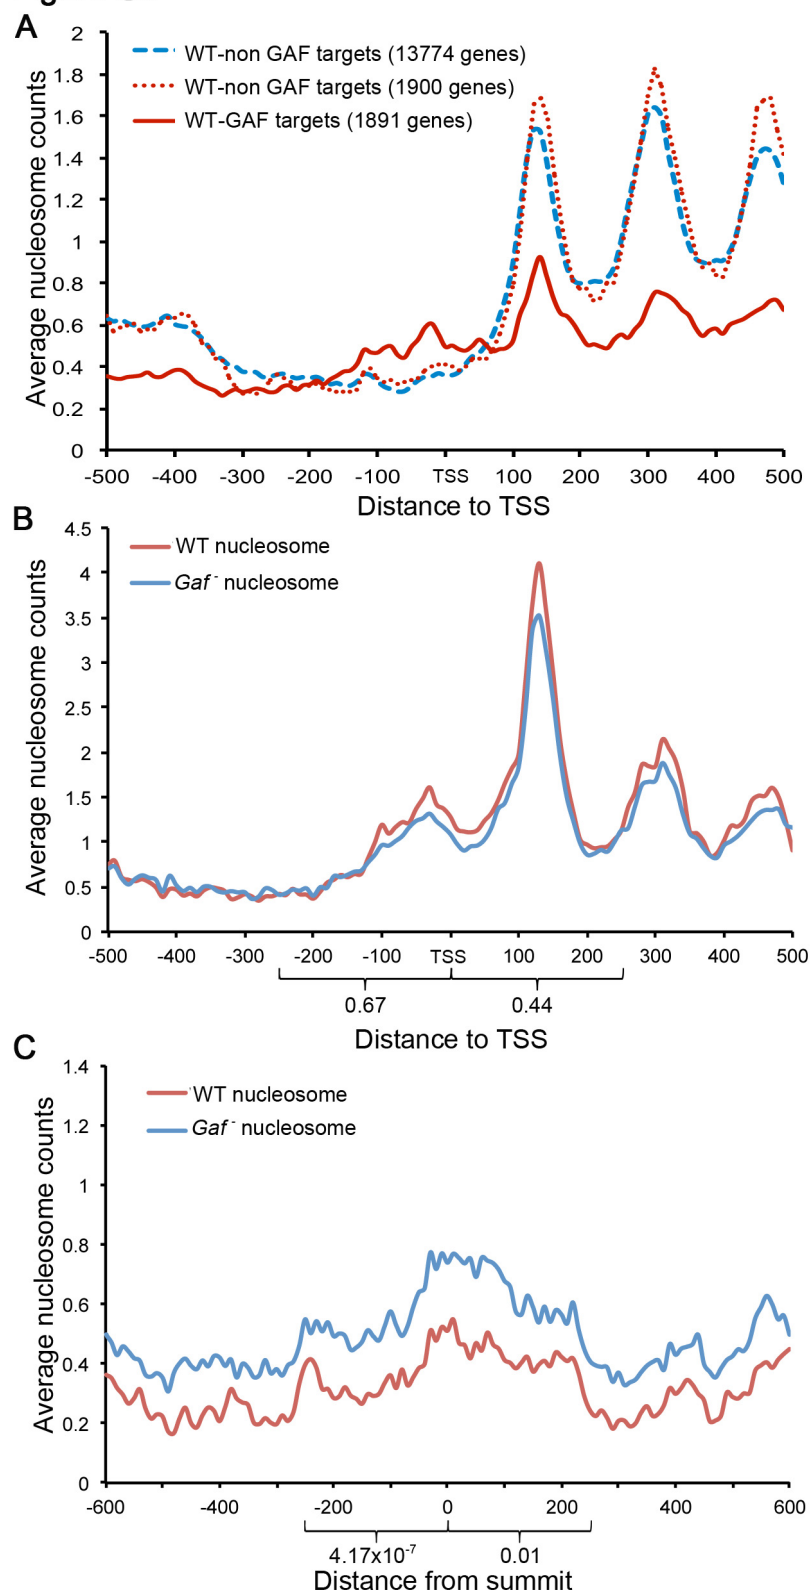**Figure S9.** Comparison of nucleosome profiles.

- A. The overall nucleosome distribution of 13774 (blue dash line) or 1900 (red dash line) non-targets in WT genome is shown for the 1 kb region around

TSS. The nucleosome distribution of 1891 GAF targets (red solid line) is also included for the reference. The 1900 non-targets were collected by randomly choosing 380 genes from each of five chromosomal arms.

- B. Nucleosome profile and RNA-Pol in non-targets. 210 non-target genes with > 20% reduction of promoter-proximal RNA-Pol in *Gaf* mutant were selected. The nucleosome profiles of these genes in WT and *Gaf* mutant are shown. No significant difference is seen. The average nucleosome counts were calculated by the same method described in Fig. 4A. The statistical differences between these two patterns were calculated by Kolmogorov-Smirnov tests.
- C. Nucleosome profiles around intergenic GAF peaks. 516 intergenic GAF peaks were selected for analyses. The nucleosome profiles around GAF peaks are shown for WT and *Gaf* mutant. Kolmogorov-Smirnov tests was performed.

**Figure S10**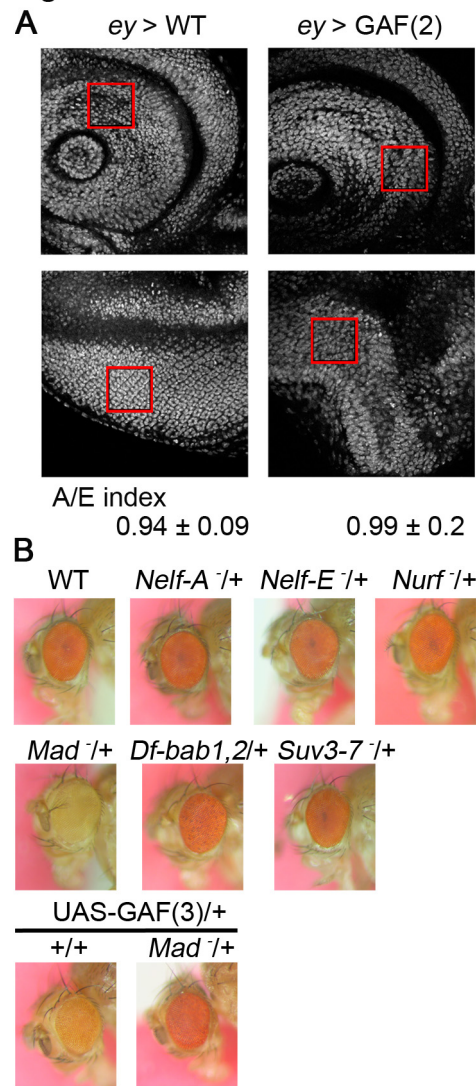**Figure S10.** Analyses of GAF's effects on eye development.

- A. Comparison of eye-antenna discs from *ey* > WT and *ey* > GAF(2) larvae. The eye-antenna imaginal discs were fixed and stained for DNA. To obtain the relative nuclei density between antenna and posterior eye discs (A/E index), nuclei numbers were measured based on DNA staining in antenna discs (upper panel) or posterior eye (lower panel) discs for the same space (red box,  $9 \times 10^2 \mu\text{m}^2$ ). The ratio of nuclei density between antenna (A) and eye (E) discs in *ey* > WT and *ey* > GAF(2) larvae was calculated. The average ratios from 15 discs are given.

B. Genetic test for GAF-interacting factors. The upper and middle panels show the typical adult eyes in WT and mutants. The lower panel shows adult eyes from UAS-GAF(3) on the third chromosome.

**Figure S11**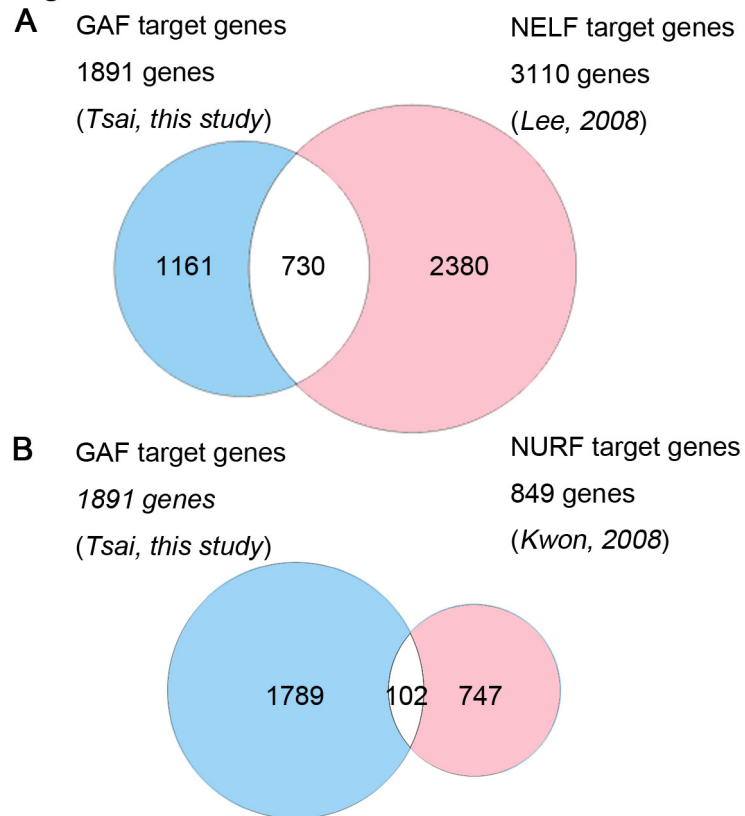**Figure S11.** Comparison of target genes for GAF, NELF and NURF.

GAF target genes identified in our study (blue) are compared with NELF targets identified by Lee *et al.*, 2008 (A, pink), or NURF targets identified by Kwon *et al.*, 2008 (B, pink) in Venn diagrams. Common targets are shown in white.

# Supplementary material for: GAGA factor, a positive regulator of global gene expression, modulates transcriptional pausing and organization of upstream nucleosomes
**Source:** Epigenetics Chromatin. 2016 Jul 27;9:32. doi: 10.1186/s13072-016-0082-4
**Supplement:** Supplementary file 2 — 10.1186/s13072-016-0082-4 Table S1. Putative transcription factors identified in GAF target genes. Table S2. PCR primers used for ChIP analysis of Hsp70. Table S3. Primers used for RT-qPCR.

# 1 Supplemental Tables

## 2 Table S1.

3 Putative transcription factors identified in GAF target genes.

4 FlyTF database was used to screen GAF target genes (FDR < 0.05, enrichment > 2)

5 with more than 1.5-fold change in gene expression.

|    | FBgn        | GAF<br>enrichment | Symbol     |
|----|-------------|-------------------|------------|
| 1  | FBgn0004652 | GAF > 2           | fru        |
| 2  | FBgn0002723 |                   | Met        |
| 3  | FBgn0004394 |                   | pdm2       |
| 4  | FBgn0085432 |                   | pan        |
| 5  | FBgn0004870 |                   | bab1       |
| 6  | FBgn0000448 |                   | Hr46       |
| 7  | FBgn0261238 |                   | Alh        |
| 8  | FBgn0039938 |                   | Sox102F    |
| 9  | FBgn0040318 |                   | HGTX       |
| 10 | FBgn0005630 |                   | lola       |
| 11 | FBgn0034240 |                   | MESR4      |
| 12 | FBgn0010228 |                   | HmgZ       |
| 13 | FBgn0011656 |                   | Mef2       |
| 14 | FBgn0014179 |                   | gcm        |
| 15 | FBgn0011758 |                   | B-H1       |
| 16 | FBgn0001147 |                   | gsb-n      |
| 17 | FBgn0015721 |                   | king-tubby |
| 18 | FBgn0031894 |                   | CG4496     |
| 19 | FBgn0041111 |                   | lilli      |
| 20 | FBgn0004606 |                   | zfh1       |

|    |             |  |         |
|----|-------------|--|---------|
| 21 | FBgn0085369 |  | CG34340 |
| 22 | FBgn0020617 |  | Rx      |
| 23 | FBgn0015396 |  | jumu    |
| 24 | FBgn0085451 |  | CG34422 |
| 25 | FBgn0050403 |  | CG30403 |
| 26 | FBgn0026160 |  | tna     |
| 27 | FBgn0002576 |  | lz      |
| 28 | FBgn0000577 |  | en      |
| 29 | FBgn0011764 |  | Dsp1    |
| 30 | FBgn0000504 |  | dsx     |
| 31 | FBgn0004362 |  | HmgD    |
| 32 | FBgn0008651 |  | lbl     |
| 33 | FBgn0036423 |  | CG3919  |
| 34 | FBgn0261239 |  | Hr39    |
| 35 | FBgn0016694 |  | Pdp1    |
| 36 | FBgn0004858 |  | eIB     |
| 37 | FBgn0028979 |  | tio     |
| 38 | FBgn0259211 |  | grh     |
| 39 | FBgn0042650 |  | disco-r |
| 40 | FBgn0259938 |  | cwo     |

6 **Table S2.**7 PCR primers used for ChIP analysis of *Hsp70*.

| Primer name   | 5' to 3'                   |
|---------------|----------------------------|
| -182 forward  | GGCAGAAAGAAAACCTCGAGAAATTT |
| -182 reverse  | AAGAGGGAGAGTCACAAAACGAAT   |
| +58 forward   | CAATTCAAACAAGCAAAGTGAACAC  |
| +58 reverse   | TGATTCACTTTAACTTGCACTTTA   |
| +379 forward  | CACCACGCCGTCCTACGT         |
| +379 reverse  | GGTTCATGGCCACCTGGTT        |
| +1702 forward | GGGTGTGCCCCAGATAGAAG       |
| +1702 reverse | TGTCGTTCTTGATCGTGATGTTC    |

8 **Table S3.**

9 Primers used for RT-qPCR.

10 A list of PCR primers used for quantitative measurement of the RNA level.

| Primer name             | 5' to 3'                  |
|-------------------------|---------------------------|
| <i>Actin42A</i> forward | CGCTCATTTCGGATGGTGAT      |
| <i>Actin42A</i> reverse | TGCTACGTGGCCTTGGACTT      |
| <i>Cnx99A</i> forward   | TTCAAGGACAAGCTACCCCATCT   |
| <i>Cnx99A</i> reverse   | GATGCGATGCAGCTGAGATC      |
| <i>Arp3</i> forward     | CGCCAAAGAATTTGCCAAGT      |
| <i>Arp3</i> reverse     | GCCGCTAAAGTTGCGTATCC      |
| <i>mRpL3</i> forward    | CCACCGTTCCCAACGTTTT       |
| <i>mRpL3</i> reverse    | CACCTGTTCGTACCACACATCAT   |
| <i>Pdk</i> forward      | AGGGTGTGATCGAAATGAAGGA    |
| <i>Pdk</i> reverse      | AACTCTCTGTAGGCGCATCCA     |
| <i>Rala</i> forward     | TAAGATCACGAAAAACCGAAGATTC |
| <i>Rala</i> reverse     | CTTAAGTCTCCGCTTCTTGCACTAT |
| <i>lpp</i> forward      | GCTCATCCAGGAGACGATCAA     |
| <i>lpp</i> reverse      | CCAGGATGGCATCCTTCATG      |
| <i>PKD</i> forward      | TCGTCAATCTGGAGCGAATG      |
| <i>PKD</i> reverse      | TTGAGCTTTTCCATCACCACAA    |
| <i>GAF</i> forward      | CTGCTATCATCCACACCGATCA    |
| <i>GAF</i> reverse      | GGGTCCATGGTCACAATAGTCTCT  |
| <i>Nelf-B</i> forward   | CTGCACCTCGAGATCGTGTAAG    |
| <i>Nelf-B</i> reverse   | GCGCACCCGCAATGTT          |
| <i>TH1</i> forward      | CCTGGACTTCGGTAACCTTGAC    |
| <i>TH1</i> reverse      | CCAGATGGCCAACCTGCTT       |
| <i>Hsp70</i> forward    | GGGTGTGCCCCAGATAGAAG      |
| <i>Hsp70</i> reverse    | TGTCGTTCTTGATCGTGATGTTC   |
| <i>CG10510</i> forward  | CGCCCCAAGCCCTCAT          |

|                        |                            |
|------------------------|----------------------------|
| <i>CG10510</i> reverse | TGTGCCGCGAAATCAAGA         |
| <i>CG10859</i> forward | CATAATGTTACCTCCTTGACGTT    |
| <i>CG10859</i> reverse | GATTCCCATGGCTTGAATCACT     |
| <i>janB</i> forward    | CGTGAAGCCATGCGTATGAATA     |
| <i>janB</i> reverse    | CCCCGGGTCAAGATAACCA        |
| <i>tacc</i> forward    | AGATGACCTCGCAGCTTAAAAGTAAC |
| <i>tacc</i> reverse    | GATTGTCCATCATCTGCTTTTCG    |

# Supplementary material for: GAGA factor, a positive regulator of global gene expression, modulates transcriptional pausing and organization of upstream nucleosomes
**Source:** Epigenetics Chromatin. 2016 Jul 27;9:32. doi: 10.1186/s13072-016-0082-4
**Supplement:** Supplementary file 3 — 10.1186/s13072-016-0082-4 Supplementary Methods.

## 1 Supplemental methods

### 2 ChIP-seq alignment

3 Raw sequences were aligned to the genome sequence in *Drosophila* Release  
 4 5.47 using CLC-bio (Qiagen, <http://www.clcbio.com/>). Peaks of ChIP-enriched  
 5 sequences were identified using PICS (Probabilistic Inference for ChIP-Seq, Avadis-  
 6 NGS, <http://www.avadis-ngs.com>) with a false discovery rate (FDR) set at  $< 0.05$  [1].  
 7 For GAF ChIP-seq, 29630021 and 30460578 unique reads were mapped for input and  
 8 ChIP samples, respectively. For RNA-Pol ChIP-seq, 31672824, 27343320 and  
 9 28160920 unique reads were mapped for input, WT, and *Gaf* mutant samples,  
 10 respectively. After adjustment for different data sizes, ChIP-seq reads were further  
 11 normalized using RPKM (reads per kilobase per million) for each data set [2].

12

### 13 Calculation of RNA-Pol density and pausing index

14 To avoid repetitive computation for RNA-Pol reads in GAF target genes, we  
 15 screened among 7939 genes using the following criteria: (1) single TSS; (2) no  
 16 overlapping gene within 1 kb region of TSS; (3) gene size larger than 800 bp. Fisher's  
 17 exact test was used to evaluate the significance of RNA-Pol reads for each gene by  
 18 comparing RNA-Pol density in the promoter-proximal region (from -100 to +150)  
 19 with that in the nearby intergenic region for both input and RNA-Pol ChIP. Based on  
 20 the score of Fisher's test ( $p < 0.01$ ), 1492 genes were selected for further comparison.  
 21 The PI was calculated according to a published procedure [3]. The RNA-Pol density  
 22 of the promoter-proximal region and gene body region (from +500 to the gene end)  
 23 was calculated and used as numerator and denominator, respectively.

24

### 25 Mapping of promoter-proximal nucleosomes

After mapping of unique reads obtained from paired-end sequencing, data corresponding to fragment sizes between 120~180 bp were collected, yielding total reads of 47980833 and 57867511 for the WT and *Gaf* mutant, respectively. The center of each read was designated as the position of the nucleosome. Due to the large variation in nucleosome distribution around TSS and the immediate upstream region, we used the following formula to normalize total reads of WT and *Gaf* mutant samples within the region from -500 to +500 and calculate average nucleosome counts for each nucleotide coordinate.

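Applied to the deposited coverage, the formula divides the value at each position by the library's share of the summed coverage of both libraries. With the file totals of 765100786 in WT and 858952387 in the mutant, each WT value is multiplied by 2.12 and each mutant value by 1.89. Over the 15330 genes on the main arms, the normalized mean from +1 to +500 was 146.1 in WT and 140.5 in the mutant, and the mean from -300 to -1 was 53.8 in WT and 59.8 in the mutant. With the total reads given in Additional file 3 as the totals, an alternative chosen after the data were seen, these means were 151.8 and 136.0 downstream and 55.9 and 57.9 upstream. Reads and coverage are different units, and isolated fragments were shorter in the mutant, so part of this shift may come from fragment length.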

$$\frac{A'}{\left(\frac{A}{A+B}\right)} \text{ and } \frac{B'}{\left(\frac{B}{A+B}\right)}$$

A: total reads of WT sample.

A': cumulative reads at each nucleotide coordinate for WT sample.

B: total reads of mutant sample.

B': cumulative reads at each nucleotide coordinate for mutant sample.

The sample under normalization was used as the numerator.

The average nucleosome count was plotted against the nucleotide coordinate from -500 to +500 of the metagene. Data are presented as 10-bp intervals.

#### Gene ontology analysis

Database for Annotation, Visualization and Integrated Discovery (DAVID) was employed [4, 5]. Functional annotation clustering was set at high stringency to deduce Biological Processes (BP) of GAF target genes.

#### Motif analysis of GAF targets

DNA sequences of GAF peaks from ChIP-seq experiments were searched on both strands for enriched motifs using MEME-ChIP [6]. The length of the motif was set between 5 bp and 30 bp.

#### Predicted nucleosome propensity

The prediction of nucleosome propensity was based on the presence of consecutive SS-dinucleotides (GC, GG, CG, CC), according to previous study on the genome-wide nucleosome distribution of *Drosophila* [7]. A simplified method was adopted to calculate SS-dinucleotides content of DNA sequences from -500 to +500. Any of the four combinations of SS-dinucleotides was given a value of one. Cumulative values for each dinucleotide unit were normalized to the gene number and plotted against the nucleotide coordinate to generate the predicted nucleosome distribution of the metagene for each group. Heat maps were generated with R project [8].

#### Analysis of motif enrichment for core promoters

We used MEME Suite to screen for motifs of core promoters and transcription factors in datasets established for GAF target and non-target genes from our ChIP analyses [6]. Both strands of DNA sequences from  $\pm 300$  around TSS of these genes were analyzed by MCAST for a match ( $p < 0.005$ ) to TATA box, Inr, MTE, DPE, and Ohler motifs 1, 5, 6, 7 [9, 10].

#### Identification of putative transcription factors

A search for transcription factor (TF) binding motifs was performed using MEME-ChIP for different groups of GAF target genes separately [6]. Both strands of

DNA sequences from -1,000 to +500 of these genes were analyzed with the limit of motif length set at 20 bp. Conserved motifs were subsequently used to identify putative transcription factors ( $q < 0.01$ ) using TOMTOM. The putative TFs were further verified with the FlyTF database containing 753 validated TFs [11].

#### Histology of the adult eyes

Adult heads were collected and soaked in 100% isopropanol for two days with several changes at room temperature. After dehydration, heads were stuck onto stubs and coated by Cressington Sputter Coater 108 (Ted Pella, Inc.). Samples were viewed and photographed with an FEI Quanta 200 scanning electron microscope (FEI, Eindhoven) at the ICOB Imaging Core Facility.

#### Imaginal disc staining

Eye-antenna discs were isolated from third instar larvae raised at 21°C before dissection. Discs were fixed and DNA was stained with Hoechst 33258 (0.25mg/ml) (Polysciences, 09460). A Zeiss LSM 510 confocal microscope was used to detect the fluorescent staining.

92 **Supplemental references**

- 93 1. Zhang X, Robertson G, Krzywinski M, Ning K, Droit A, Jones S, Gottardo R:  
 94 **PICS: Probabilistic Inference for ChIP-seq.** *Biometrics* 2011, **67**:151-163.
- 95 2. Wagner G, Kin K, Lynch V: **Measurement of mRNA abundance using**  
 96 **RNA-seq data: RPKM measure is inconsistent among samples.** *Theory in*  
 97 *Biosciences* 2012, **131**:281-285.
- 98 3. Nechaev S, Fargo DC, dos Santos G, Liu L, Gao Y, Adelman K: **Global**  
 99 **Analysis of Short RNAs Reveals Widespread Promoter-Proximal Stalling**  
 100 **and Arrest of Pol II in Drosophila.** *Science* 2010, **327**:335-338.
- 101 4. Huang DW, Sherman BT, Lempicki RA: **Systematic and integrative analysis**  
 102 **of large gene lists using DAVID bioinformatics resources.** *Nat Protocols*  
 103 2008, **4**:44-57.
- 104 5. Huang DW, Sherman BT, Lempicki RA: **Bioinformatics enrichment tools:**  
 105 **paths toward the comprehensive functional analysis of large gene lists.**  
 106 *Nucleic Acids Research* 2009, **37**:1-13.
- 107 6. Machanick P, Bailey TL: **MEME-ChIP: motif analysis of large DNA**  
 108 **datasets.** *Bioinformatics* 2011, **27**:1696-1697.
- 109 7. Mavrich TN, Jiang C, Ioshikhes IP, Li X, Venters BJ, Zanton SJ, Tomsho LP,  
 110 Qi J, Glaser RL, Schuster SC, et al: **Nucleosome organization in the**  
 111 **Drosophila genome.** *Nature* 2008, **453**:358-362.
- 112 8. Team RC: **R: A language and environment for statistical computing.** *R*  
 113 *Fiundation for Statistical Computing, Vienna, Austria* 2014.
- 114 9. Ohler U, Liao G-c, Niemann H, Rubin G: **Computational analysis of core**  
 115 **promoters in the Drosophila genome.** *Genome Biology* 2002, **3**:1 -12.
- 116 10. Zabidi MA, Arnold CD, Schernhuber K, Pagani M, Rath M, Frank O, Stark A:

- 117        **Enhancer-core-promoter specificity separates developmental and**  
118        **housekeeping gene regulation.** *Nature* 2015, **518**:556-559.
- 119    11.    Adryan B, Teichmann SA: **FlyTF: a systematic review of site-specific**  
120        **transcription factors in the fruit fly *Drosophila melanogaster*.**  
121        *Bioinformatics* 2006, **22**:1532-1533.

How the deposited data were processed for this re-analysis (not part of the article)

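MNase-seq was performed on imaginal tissue of third-instar larvae, with 1 library of WT (Or-R) and 1 library of *Gaf* mutants. According to the paper and its Additional file 3, chromatin was fixed and digested with MNase, fragments were gel-purified and sequenced from both ends, and uniquely mapped fragments of 120 to 180 bp were kept. Removal of duplicate fragments is not described, and the aligner is named only for the ChIP-seq. The authors deposited fragment coverage (a signal in whole numbers, without normalization) at each position from -500 to +500 of the TSS, for each gene and library. That the values are coverage and not midpoints follows from isolated stretches of coverage 1. Of these stretches, 99.95% in WT and all in the mutant were 120 to 180 bp long. The design written before the files arrived assumed midpoint counts; it was kept, with coverage in their place.

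Coverage totals were 765100786 in WT and 858952387 in the mutant. Since coverage is not a count of independent fragments, no binomial interval was given; intervals come from 1000 bootstrap draws of genes, and they do not include the variation between animals or libraries. In both files, 1 gene had 147 empty cells at its upstream end, which were taken as 0. Genes in both files on arms 2L, 2R, 3L, 3R, 4 and X (15330 genes) were used.

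Each library was normalized with the paper's formula, and values were averaged over 10-bp intervals. The 40 genes of Table S1 were compared with the 15290 other genes. For WT, the statistic was the difference in mean coverage. For the mutant against WT, it was the log2 ratio of summed normalized coverage in a section, with a pseudocount of 1 on the sums, minus the same over the other genes. P-values are two-sided and come from 100000 random gene sets of 40, drawn with a fixed seed. The Kolmogorov-Smirnov test was computed exactly and in both directions on the 25 interval values of each 250-bp section, and repeated on 1000 random sets of 91 genes. The paper does not state whether its own test looked in both directions or which values entered it, so its p-values may be of another form. The rule for the genes named singly was fixed before the files arrived, and the data then chose all of them but *bab1*. It takes *bab1*, *Trl* and the *Hsp70* genes, of which only *bab1* is named in Table S1, and the 3 genes of Table S1 with the largest rise and the 3 with the largest fall of the log2 ratio from -500 to -1 among those with a raw coverage of at least 50 there.

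The alternatives were coverage capped at the 99.9th percentile of nonzero values, a pseudocount of 10, log2 ratios averaged over genes with a coverage of at least 10, the Kolmogorov-Smirnov test on 250 positions per section, random sets of 40 genes, and profiles divided by their mean. Alternatives were also added after the data were seen, namely the total reads of Additional file 3 in the normalization, midpoints estimated from upward and downward steps of the coverage (each moved by 70 bp), and other genes matched on the coverage of the section in 10 or in 50 classes. Everything that needs a genome sequence, coordinates, or gene names other than those of Table S1 was left out, and so were the ranks of GAF targets, whose membership was not in the files analyzed here.

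Scripts were tested on simulated fragments of 2000 genes. A log2 change of 1 put into a set of 40 genes was recovered as 1.02, and 6.0% of 200 unchanged sets had a p-value under 0.05. A first peak of midpoints placed at +130 was found in the interval centered at +125.5. The Kolmogorov-Smirnov test was also run on random sets in a pair of simulated libraries that shared a single profile. They had far fewer fragments per gene than the data and an even profile upstream. Its p was under 0.05 in 70.0%, 58.5%, 43.5% and 41.5% of sets, from the distal upstream to the distal downstream section. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.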

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

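Among the 15330 genes on the main arms, 569 had no WT coverage at any position, while none lacked mutant coverage. These 569 genes were flagged because the paper does not discuss them and they carry a signal in the mutant, a mean coverage of 10.5 (from 0.62 to 36.3 per gene). They are the extreme of a wider pattern: 40.0% of all positions had no coverage in WT only and 0.27% in the mutant only. A uniform background in the mutant file was tested by the shape of the profile at the 569 genes. Their mutant coverage downstream of the TSS was 1.71 times that upstream, against 2.35 over all genes, so it is not flat. This argues against a uniform background as the only source of that coverage. Such a background added to other signal would also lower the ratio, so it was not ruled out. Sequencing depth was tested by thinning the mutant file to the WT total, which left 7.9% of positions without coverage against 47.0% in WT. Stronger MNase digestion of WT was tested by fragment length. Isolated fragments were 15.0 bp longer in WT by the median, the opposite of what stronger digestion of WT would give. Lighter digestion of WT or stronger digestion of the mutant would give such a difference, so a digestion difference in that direction remains open. A background level subtracted from the WT file would have left stretches shorter than a fragment, but 99.9472% of isolated stretches in WT were 120 to 180 bp long. The predictions on depth, digestion and subtraction were written after the values they use had been seen. Duplicate fragments also remain open. They were tested by the share of steps up from no coverage that add at least 2 fragments. This share was 1.33 times as large in WT as in the mutant, between the predicted outcomes. Base composition could not be tested without a genome sequence. With 1 library per genotype, the pattern cannot be told apart from a difference between the libraries, and no biological explanation was tested.

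The mutant file lists 190 genes that the WT file lacks, with a mean mutant coverage of 9.73 per position (from 0.90 to 34.7 per gene). They were flagged as genes present in only 1 of the files. They are spread over 2L (51 genes), 2R (52), 3L (35), 3R (16), 4 (20), X (9) and U (7). Their coverage is close to that of the 569 genes without WT coverage, but those genes are in the WT file, and neither the paper nor the files say why the 190 are absent. No biological explanation was tested.

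On the X chromosome, 13 genes had more than 8-fold higher normalized coverage in WT than in the mutant, from 12.3-fold to 20.0-fold. They were flagged as genes outside those the paper discusses; no other gene with a normalized WT coverage over 50 passed this threshold. The gene listed as FBgn0053237, for example, had a mean coverage of 554.4 in WT and 35.8 in the mutant before normalization. In the order of the file, the 13 genes lie within 22 consecutive analyzed genes, and the other 9 of these had a median log2 ratio of WT over mutant of -1.84. The 13 genes hold 0.67% of WT coverage and 0.039% of mutant coverage. A library difference shared by the neighboring rows was tested: the 40 genes listed around them, 20 on each side, had a median log2 ratio of WT over mutant of -0.139, so the excess is not shared by the genes listed nearby. A candidate explanation is a difference in the number of copies between the strains, but neither that nor the sharing of reads between similar copies could be tested, since the files give no sequence. In the other direction, 222 genes with a normalized mutant coverage over 50 were more than 8-fold higher in the mutant.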

How the results depend on the processing

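Of 47 results, 25 kept their direction, their side of the threshold or their interval under every alternative run, among them the lower downstream and higher upstream WT coverage of the Table S1 targets and all shares of the arms. Of 138 alternative values, 97 kept the direction, the side of the threshold or the interval of the main result, though many of them changed in size. The mutant/WT differences between sets cannot move with the library totals, which cancel, so their stability there is no evidence.

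Averaging log2 ratios gene by gene gives weight to genes with little WT coverage. It turned the difference between targets and other genes to -0.1474 in the distal upstream section (permutation p = 0.86) and -0.8218 in the proximal downstream section (p = 0.26), enlarged it to -1.9758 in the proximal upstream section (p = 0.0084), and left 1.0179 in the distal downstream section without significance (p = 0.17).

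Matching the other genes on the coverage of the section, chosen after the data were seen, brought the downstream differences to 0.0487 and 0.1296 with 10 classes and to 0.0468 and 0.1189 with 50, none significant. The proximal upstream difference changed sign, to 0.1999 with 10 classes and 0.1789 with 50. Low-coverage sections have relatively less coverage in WT than in the mutant, and matching removes that.

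The Kolmogorov-Smirnov p-value over all genes became 0.0024 in the distal upstream section with 250 positions and 0.0779 in the proximal downstream section with capped values. The share of random sets with p under 0.05 was 49.5% (distal upstream), 72.4% (proximal upstream) and 58.6% (distal downstream) with sets of 40 genes, and 28.2% in the proximal downstream section with profiles divided by their mean.

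With the total reads of Additional file 3, chosen after the data were seen, WT profile values rose to 159.2 (first peak), 52.8 (lowest upstream interval), 55.9 (-300 to -1) and 151.8 (+1 to +500). The Kolmogorov-Smirnov p-value of the targets in the proximal upstream section became 0.915, and that of all genes in the distal upstream section stayed at 0.915 with the direction reversed. The share of random sets became 67.9% in the proximal upstream, 68.7% in the proximal downstream and 94.8% in the distal downstream section. This alternative divides coverage by numbers of reads. Since isolated fragments were shorter in the mutant, it lowers mutant coverage relative to WT, and part of these changes may come from the mixed units.

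Estimated midpoints, also chosen after the data were seen, sharpen the peaks. The first peak moved to +145.5 with a height of 223.6, the lowest upstream interval to 46.1, the difference of the targets in the proximal downstream section to 0.2934 (permutation p = 0.066), and the median largest difference of pools to 17.3%. Kolmogorov-Smirnov p-values were 0.285 (proximal upstream) and 0.0779 (proximal downstream) for the targets, and 0.4755 (proximal downstream) and 0.7102 (distal downstream) for all genes. The share of random sets fell to 8.6%, 43.9%, 2.3% and 3.6% from the distal upstream to the distal downstream section.

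For *Sox102F*, *HmgD* and *lola*, the log2 ratio changed through the pseudocount of 10, since they have no WT coverage upstream.

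The total within the windows around all TSSs is the file total, so that alternative gave no separate value. Alternatives based on the other TSS of a gene, protein-coding genes, isolated genes, GC content, the *Trl* deletion and regional bins were not run, for want of coordinates or a genome sequence, and neither were the results on *Hsp70* genes, GA repeats and SS-dinucleotides. The replicate block was not run because each genotype has 1 library. Low WT coverage limits single genes most: from -500 to -1, 5 of the 40 targets and 19.7% of the other genes had no WT coverage, so their ratios are not measurable.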

Differences from the paper's values

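None of the profile heights that could be set beside the paper's differed from them by more than 1.5 times. For a position counted from the TSS such a ratio has little meaning, so the positions are given side by side. The first WT peak was centered at +175.5 in coverage, against the paper's position of 130 for the +1 nucleosome of non-targets; with estimated midpoints, chosen after seeing the values, it was centered at +145.5. As fragments per position, its height was 1.03 from coverage and 1.51 from estimated midpoints, against about 1.5 in Fig. 5a, read by eye.

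The paper states that the nucleosome profile of GAF targets changes in mutants only upstream of the TSS. For the 40 targets of Table S1, whose ranks are not known here, the log2 ratio of mutant over WT relative to other genes was 0.36 and -0.055 in the 2 upstream sections and 0.31 and 0.40 in the 2 downstream sections. Of these, only the distal downstream value was beyond random sets after adjustment over the sections (permutation p = 8.4e-04, adjusted 0.0034). With other genes matched on coverage, chosen after seeing the values, the differences were 0.10 and 0.20 upstream and 0.049 and 0.13 downstream. None of the matched differences was beyond random sets after adjustment. The lowest permutation p was 0.0204, adjusted 0.0815, in the proximal upstream section.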

Other observations

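The ratio of mutant to WT depended on how much coverage a gene had. In the lowest of 10 classes by coverage of both libraries, normalized coverage was 1.44 in WT and 18.6 in the mutant; in the highest it was 296.8 in WT and 242.2 in the mutant. The log2 ratio of mutant over WT fell from 3.69 to -0.29 from the lowest to the highest class, while gene means ranked much alike in both libraries (Spearman rho 0.95 across genes, which are not independent replicates). Chromosome 4, with 80 genes, had a mean coverage of 4.22 in WT and 12.6 in the mutant before normalization. Genes of other arms with the same coverage had as high a mutant/WT ratio (permutation p = 0.6408), so the low WT values there may be the same dependence on coverage and not a feature of the chromosome.

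The Table S1 targets are low downstream of the TSS, where this dependence would raise their mutant/WT ratio. Against other genes matched on the coverage of the section, the permutation p was 0.4306 in the distal upstream, 0.5812 in the proximal downstream and 0.1685 in the distal downstream section, so the rises of the targets there cannot be told apart from the dependence on coverage. In the proximal upstream section matched genes had lower ratios (difference 0.20 on the log2 scale, permutation p = 0.0204). After adjustment over the 4 sections this permutation p is 0.0815, and with 50 classes the difference was 0.18 (p = 0.0243 before adjustment). Without matching, the difference in this section was -0.055 (permutation p = 0.68). With log2 ratios averaged gene by gene it was -1.98 (permutation p = 0.0084), the opposite direction. More nucleosomes in the proximal upstream section of the targets in *Gaf* mutants is thus a hypothesis from the matched comparison alone. The hypothesis was found on the same data, rests on 1 library per genotype, and base composition was not tested.

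Random genes often passed the Kolmogorov-Smirnov test, in the form used here, when it was applied to coverage. Of 1000 random sets of 91 genes, 37.4% had p under 0.05 in the distal upstream section, 80.7% in the proximal upstream, 36.2% in the proximal downstream and 66.9% in the distal downstream section. The prediction for a difference between the libraries as a whole was only partly met, since the largest share was not in the distal upstream section. When WT and mutant were swapped at random gene by gene, which removes such a difference, at least 26.5% of sets still had p under 0.05 in every section. The dependence between neighboring intervals of coverage may therefore account for part of the small p-values. In simulated libraries that shared a single profile, at least 41.5% of random sets had p under 0.05 in every section. These libraries had far fewer fragments per gene than the data and an even profile upstream, so their shares cannot be carried over to the data. The paper used midpoints, for which coverage is no substitute. It reports no significant change for non-target genes with reduced promoter-proximal RNA-Pol, and a rise around intergenic GAF peaks. Neither comparison could be repeated here. With estimated midpoints the shares were 8.6%, 43.9%, 2.3% and 3.6%, and 43.7% of sets were higher in the mutant in the proximal upstream section. Swapping the libraries brought that section to 6.7%. This is consistent with a difference between the 2 libraries in the proximal upstream section that is not limited to GAF targets; the random sets include targets at their frequency among all genes.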
